# Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome

**DOI:** 10.1371/journal.pone.0210950

**Published:** 2019-01-17

**Authors:** Yoko Takahashi, Tomokazu Konishi, Kohji Yamaki

## Abstract

Soy protein and fish oil are food components that decrease the risk of cardiovascular disease. Previous studies demonstrated that these food components reduced serum cholesterol levels and suppressed hepatic lipogenesis. However, the underlying mechanisms of action of these food components remain unclear. Ten classes of serum lipoprotein profiles showed that dietary tofu, a soybean curd, suppressed cholesterol absorption, while fish oil reduced most of the lipoprotein classes in rats. Tofu and fish oil both halved the level of the lipoprotein class LAC1 (LDL-anti-protease complex), a 15-nm LDL-anti-protease complex, which is speculated to be a cause of atherosclerosis. Moreover, a global transcriptome analysis revealed that tofu inhibited the mRNA expression of genes involved in hepatic lipogenesis, while fish oil stimulated that of genes related to fatty acid degradation. Therefore, tofu and fish oil independently regulate lipid metabolism. The decrease observed in LAC1 may have been due to reduced cholesterol absorption in the tofu diet group and the interference of lipogenesis via the activation of polyunsaturated fatty acid detoxification in the fish oil group.

## Introduction

Cardiovascular disease, a leading cause of death worldwide, is associated with atheroma. Its major direct cause appears to be the rupture of atherosclerotic plaques [1], and focal arterial inflammatory activity is one of its most prominent characteristics [2]. Continuous exposure to inflammation or other types of endothelial activation increases vascular permeability, thereby allowing excess lipid infiltration in the intima and promoting transmigration on immune cells and monocytes, resulting in the formation of an atherosclerotic plaque [3]. The formation of fragile and leaky vessels that invade the expanding intima concomitantly contributes to enlarging the necrotic core, which increases the vulnerability of the plaque [3]. When plaques rupture, prothrombotic material is exposed to the coagulation system with the ensuing inhibition of blood flow [1]. Since atherosclerotic plaques contain a fibrous cap overlying a lipid-rich necrotic core consisting of oxidized lipoproteins, cholesterol crystals, and cellular debris [4], high plasma LDL-cholesterol concentrations are considered to contribute to the progression of atherosclerosis [5]. However, previous cohort studies did not find a correlation between LDL-cholesterol levels and the incidence of coronary events [6,7]. Thus, the 2013 American College of Cardiology/American Heart Association guidelines did not specify the LDL and non-HDL cholesterol goals needed to prevent atherosclerotic cardiovascular disease [8].

Dietary lifestyles may be related to the risk of cardiovascular disease; however, the mechanisms by which diet affects disease progression remain unknown. The effects of diet on the risk of cardiovascular disease have been extensively investigated in epidemiological and intervention studies [9,10]; epidemiological studies indicated that the habitual consumption of soy and fish contribute to reducing cardiovascular disease mortality rates to low as those among Japanese populations [9,11]. Among food components, soy protein and fish oil have been studied in detail in randomized clinical trials and animal studies in order to elucidate their relationships with a reduced risk of cardiovascular disease [9]. Soy protein increases the rates of cholesterol turnover, cholesterol oxidation, and fecal steroid excretion and reduces cholesterol absorption [12]. Omega-3 polyunsaturated fatty acids (PUFAs) in fish oil have been shown to exert hypolipidemic effects in the liver, inhibit platelet aggregation, and exert anti-inflammatory effects in vessels [13]. However, the effectiveness and precise underlying mechanisms of action of these food components remain unclear.

Inappropriate profiles of serum lipoproteins may cause atherosclerosis. Lipoproteins transport hydrophobic lipids through the bloodstream [14]. Lipoproteins have been divided into several classes [15]. Chylomicrons (CM) incorporate dietary lipids in the small intestine. Very-low-density lipoproteins (VLDL) incorporate endogenous lipids in the liver. These particles and their metabolized derivatives transport lipids to peripheral tissues. High-density lipoprotein (HDL) is responsible for the transport of lipids from peripheral tissues to the liver. We recently identified ubiquitous lipoprotein LDL-anti-protease complexes (LACs), which are 10-15-nm liver-derived particles that hold large amounts of cholesterol, in the serum of the rat [15]. Since LACs consist of cholesterol and anti-protease, they may promote atherosclerosis by supplying the material of the plaque and inhibiting plasmin activity. Despite this potential risk, since they have a very high density, LACs may have been wrongly categorized as HDL. Therefore, they may be important for elucidating the relationship between lipoprotein metabolomics and atherosclerosis.

Dietary soy protein and fish oil may improve lipoprotein profiles, thereby reducing the risk of vascular disease. A previous study reported that soy protein mainly reduced cholesterol and phospholipid levels in VLDL and LDL [16]. Furthermore, a fish oil-supplemented diet decreased plasma triacylglycerol (TG) levels by markedly lowering CM and VLDL levels [17]. Therefore, dietary soy protein and fish oil may favorably regulate lipoprotein metabolism and contribute to reducing the risk of atherosclerosis. In the present study, we investigated how soy protein-rich tofu and ω-3 PUFA-rich fish oil affect the types and amounts of serum lipoproteins in rats using a gel filtration system [15]. Additionally, a comprehensive analysis of the hepatic transcriptome was performed to examine changes in lipid metabolism, and the involvement of dietary factors in the modulation of circulating lipoproteins was demonstrated. Metabolomic and transcriptomic studies revealed that soy protein and fish oil independently modulated lipoprotein metabolism. These dietary components both markedly decreased the concentration of LAC1, which is presumed to be the cause of atherosclerosis.

## Materials and methods

### Materials

Powdered freeze-dried tofu [18], a source of soy protein, was purchased from Misuzu Corporation Co., Ltd. (Nagano, Japan). It contained 50.3 g/100 g protein and 34.4 g/100 g fat. Tuna-derived fish oil was purchased from NOF Corporation (Tokyo, Japan). Soybean oil and casein were purchased from Wako Pure Chemical Industries (Osaka, Japan). The crude protein content of casein was 88.7 g/100 g. The fatty acid compositions of soybean oil and fish oil were shown in S1 Table.

### Animals and diets

Male Sprague-Dawley rats were obtained from Charles River Japan (Kanagawa, Japan) at 4 weeks of age. Animals were housed individually in a room with a controlled temperature (23 ± 1°C) and humidity (55 ± 5%), and 12-h light-dark cycle for 5 days. Animals were randomly divided into 4 groups (*n* = 7–8) and assigned an experimental diet for 21 days: casein and soybean oil diet (CS); casein and fish oil diet (CF); tofu and soybean oil diet (TS); tofu and fish oil diet (TF). Casein and soybean oil were employed as a reference to tofu and fish oil for protein and fat sources, respectively. The total protein and fat contents of each diet were 200 and 150 g/kg, respectively. In fish oil diets, 50 g/kg of fish oil was replaced with the same amount of soybean oil (CF and TF). Since freeze-dried tofu contained large amounts of fat and protein, the amount of tofu that covered 100 g/kg of fat was approximately 290 g/kg (equivalent to 14.6% protein in diet). Thus, 60.9 g/kg of casein (equivalent to 5.4% protein) was supplemented in order to adjust dietary protein contents in the tofu diets (TS and TF). The compositions of the experimental diets were shown in S2 Table. Animals were allowed free access to food and water. Feces were collected for 3 days prior to dissection and stored at −30°C. At the end of the experimental period, animals were euthanized by collecting blood from the abdominal aorta under isoflurane anesthesia after being deprived of food for 3 h. Liver samples were immediately excised, weighed, frozen in liquid N_2_, and stored at −80°C. The present study was approved by the Review Board of the Animal Ethics of the Food Research Institute, NARO (approval number: H19-052) and followed institutional guidelines for the care and use of laboratory animals.

### Lipid analysis of the liver and feces

Hepatic lipids were extracted [19] and analyzed for TG [20] and cholesterol [21] as previously described. Feces were lyophilized and weighed. Total fecal bile acids were analyzed enzymatically with a modification as described elsewhere [22].

### Analysis of fatty acid compositions in the liver

TG in liver lipid extracts were separated by thin-layer chromatography, and fatty acid compositions were assessed by gas-liquid chromatography as described elsewhere [23].

### Analysis of lipoprotein profiles in serum

Serum lipoproteins were examined by the LipoSEARCH profiling service (Skylight Biotech Inc., Akita, Japan). Briefly, lipoproteins in serum were separated using a gel filtration HPLC system and the effluent was constitutively monitored for the concentrations of TG and cholesterol as described by Usui et al. [24]. The output patterns of HPLC for TG and cholesterol were fit to the curve using the least number of parameters [15]. This method estimated ten classes of lipoproteins and mimicked their elution patterns by a set of normal distributions. Since each class of lipoprotein had a similar size distribution among the diet classes, fitting started from values estimated in the previous study [15], and parameters were tuned to find a better fit to each data set. The appropriateness of the model was verified through the fit (S1 Fig).

### Analysis of mRNA profiles in the liver

In each of the groups, five rats with average food consumption, i.e., those with the highest and lowest values were eliminated, were used in microarray analyses. The extraction of hepatic RNA and sample preparation for the DNA microarray analysis were conducted according to a previous study [25]; after the normalization of raw signals, positive genes were selected and analyzed using a principal component analysis (PCA). Each sample was applied to one microarray chip (Rat Genome 230_2.0 GeneChip, Affymetrix, Santa Clara, CA). Microarray data were normalized using the SuperNORM data processing service (Skylight Biotech Inc.), and gene expression in each group was estimated [25,26]. To cancel interference by noise, positive genes were selected prior to PCA. The significance of dietary factors was statistically tested by a two-way analysis of variance (ANOVA) that was applied to the factors, Perfect Match (PM) cell sensitivity and dietary group effect [26]. The level of significance used for the selection was 0.01. The magnitude of the difference was estimated by taking trimmed means among differences calculated for PM data; in comparisons between CS and other diets, genes with Δz scores of more or less than 0.2 were selected. This magnitude corresponded to a 1.41-fold difference. 

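The genes that met both criteria included Fasn (fatty acid synthase), whose mean z was lower in the tofu groups, and Acot2, an acyl-CoA thioesterase, whose mean z was higher in the fish oil groups. They were drawn from 1 deposited value per probe set and rat, a z score on a log scale, in the livers of 20 rats, 5 in each diet group. A probe set was kept where a moderated F test from limma across the 4 groups gave an unadjusted p under 0.01 and the mean z of CF, TS or TF differed from that of CS by more than 0.2. Of 31039 probe sets tested, 531 met both criteria, which is 1.71% of them. The F test alone was met by 808 probe sets and the size alone by 4532. With the F test adjusted for all probe sets by the Benjamini-Hochberg method, 54 met both. Under other divisions of the same rats into groups of these sizes a median of 213 probe sets met both criteria at the unadjusted p (highest 437), so a large share of the 531 can arise without a difference between diets. The ANOVA over Perfect Match cells and the trimmed means of their differences need the signals of single cells and could not be computed from 1 value per probe set.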

A total of 4871 out of 31042 genes in the microarray satisfied the criteria for significance and differences (S3 Table). The selected genes and the groups of samples formed a matrix of multivariate data. The relationships between the genes and differences among the groups were further assessed using PCA [27]. The appearance frequency of key words, supplied for each gene by the manufacturer, was tested using a binominal distribution model. Among genes with absolute values that were larger than 0.1 in PC1 or 0.05 in PC2, words with *p*-values less than 0.0005 and appearing in more than four genes were selected. Microarray data have been deposited into the Gene Expression Omnibus (GEO) public repository, accession code GSE66371.

### Analyses of hepatic enzymatic activities involved in lipid metabolism

Enzymatic activities involved in fatty acid synthesis and oxidation in the liver were measured spectrophotometrically using the supernatant fraction of liver homogenates and total homogenates, respectively, as described previously [28].

### Statistical analysis

To estimate the significance of differences among the groups, a one-way ANOVA was used to avoid the issues associated with the multiplicity of tests. To clarify significant differences among the groups, the Tukey-Kramer test was used for post hoc analyses. Data are presented as means ± SD. The significance of differences was defined at a level of *p* < 0.05.

## Results

### Food consumption, body weight, and tissue weights

No significant differences were observed in food consumption and average energy intake among the groups throughout the experiment (S4 Table). No marked differences were observed in body weight gain (Fig 1A). Liver weight was lower in the TS group than in the CF group (Fig 1B). Hepatic cholesterol levels were increased by kori tofu (Fig 1C) and TG levels were significantly reduced by fish oil (Fig 1D). Similar to previous findings [22], tofu diets relatively, but not significantly increased daily fecal weights (Fig 1E), and fecal bile acid levels were significantly elevated by tofu diets and moderately increased by fish oil diets (Fig 1F). A previous study reported that the high-molecular-weight fraction (HMF), a fraction increased by the coagulation and freeze-drying of tofu protein, may increase fecal weight and has a high bile acid-binding capacity [22].

**Fig 1:**
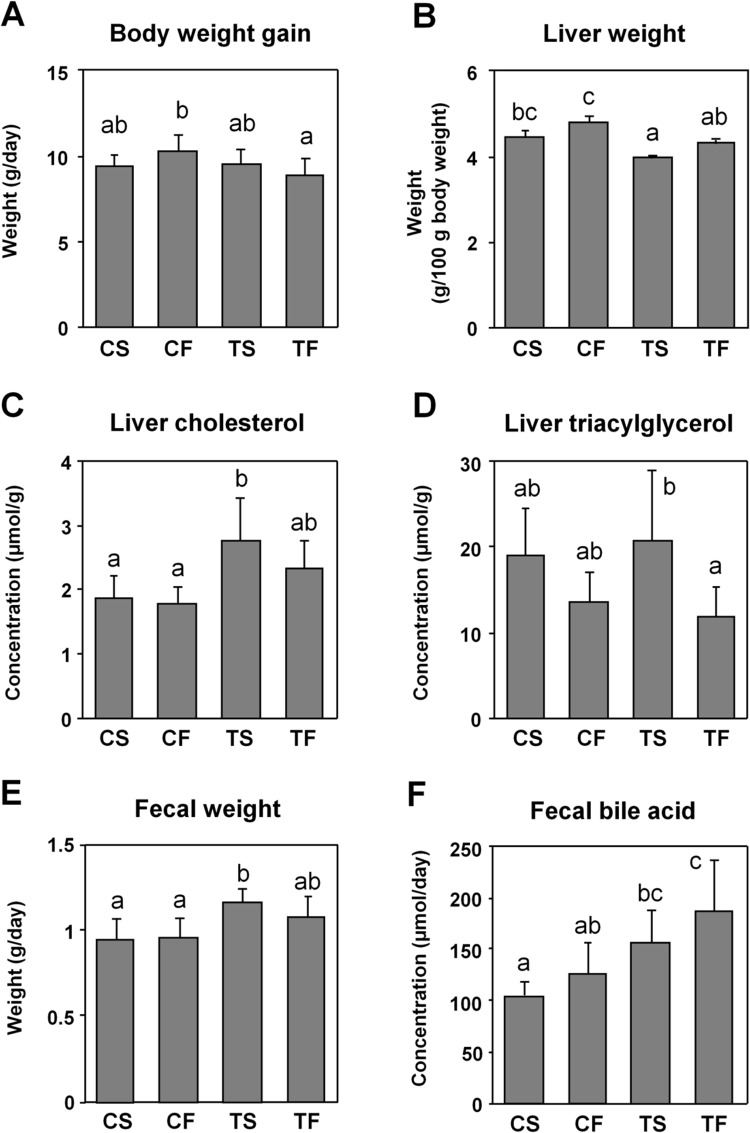
Growth and biochemical parameters of rats. (**A**) Body weight gain during the experimental period. (**B**) Liver weight in the experimental period. (**C**) Cholesterol and (**D**) TG levels in the liver. (**E**) Daily lyophilized fecal weight. (**F**) Fecal bile acid levels. C, Casein; T, tofu; S, soy oil; F, fish oil. Values are means ± SD, *n* = 7–8. Means without a common letter significantly differ, *p* < 0.05.

### Hepatic fatty acid composition

Hepatic fatty acid compositions in TG were markedly affected by dietary lipids (S5 Table). Fish oil feeding increased the ratio of *ω*-3 fatty acids to total fatty acids, mainly as EPA (eicosapentaenoic acid; C20:5), DPA (docosapentaenoic acid; C22:5), and DHA (docosahexaenoic acid; C22:6) (Fig 2).

**Fig 2:**
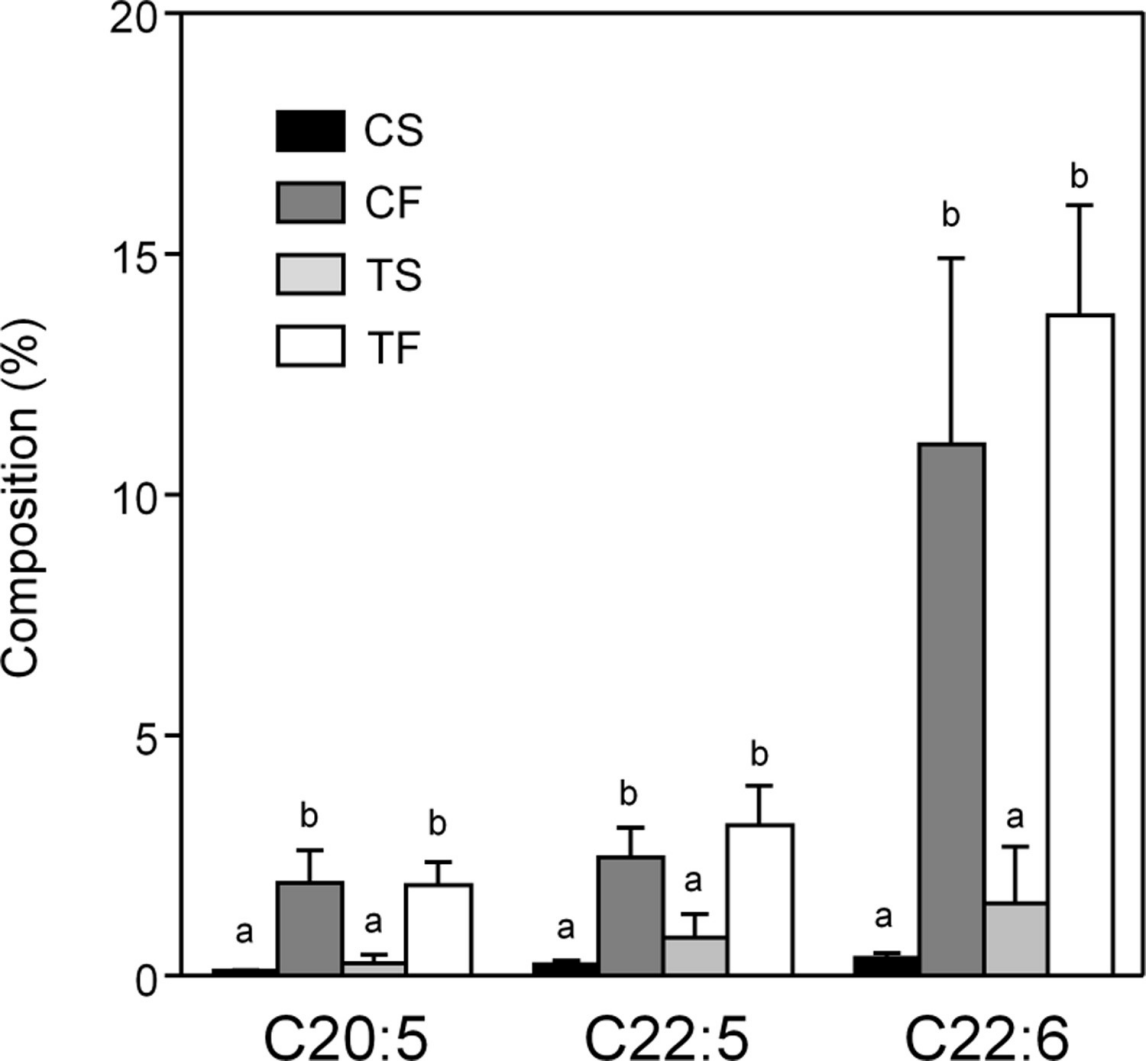
Ratio of selected *ω*-3 fatty acids to total fatty acids in liver TG. C, Casein; T, tofu; S, soy oil; F, fish oil. Values are means ± SD, *n* = 7–8. Means without a common letter significantly differ, *p* < 0.05.

### Total cholesterol and TG levels in serum

Tofu and fish oil significantly decreased serum total cholesterol levels more than casein and soy oil (Fig 3A). TG levels were lower in rats fed tofu and fish oil than in those fed casein and soy oil (Fig 3B).

**Fig 3:**
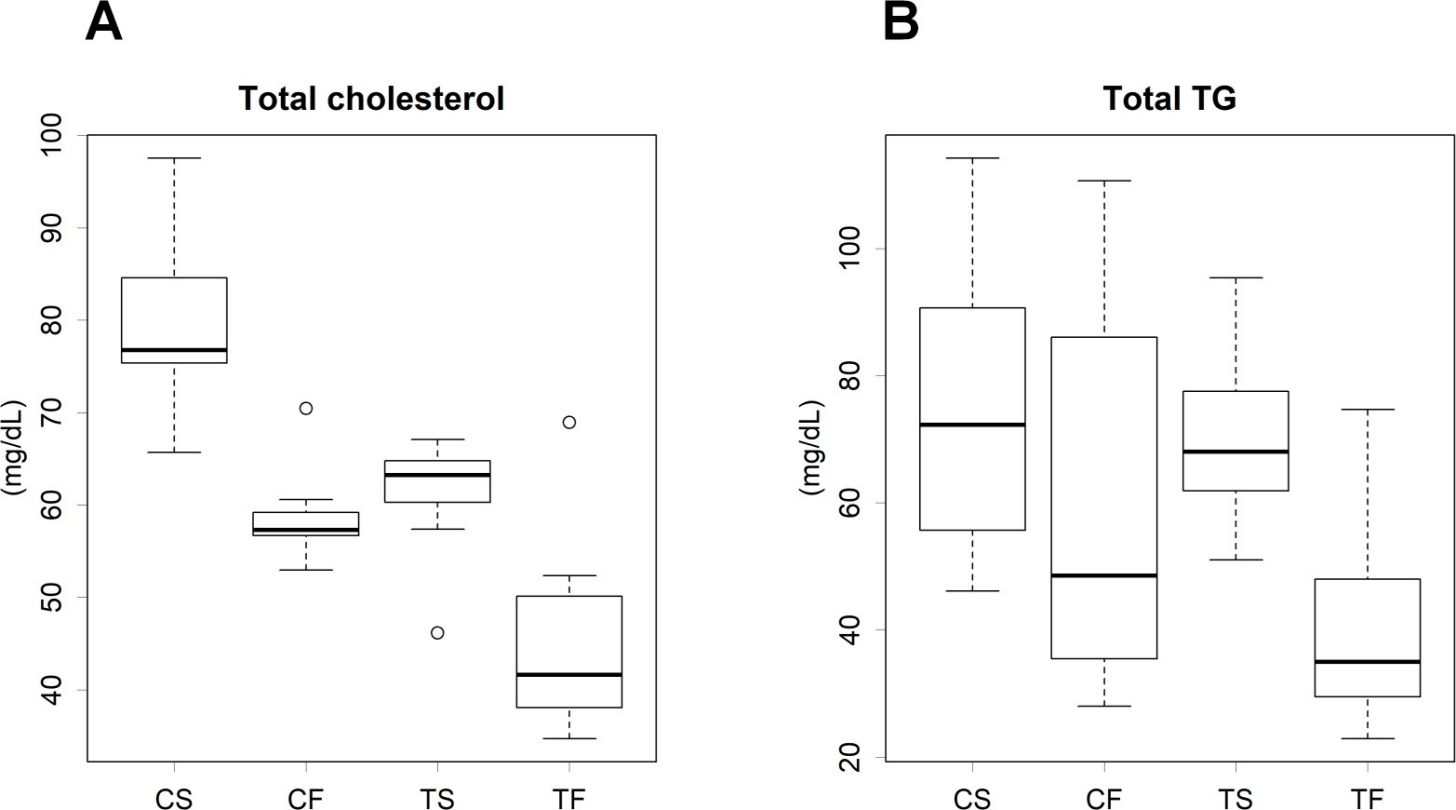
Serum lipid levels in rats. (**A**) Cholesterol. (**B**) TG. C, Casein; T, tofu; S, soy oil; F, fish oil. Values are means ± SD, *n* = 7–8. Results of statistical analyses are presented in S1 Appendix. Results of the post hoc analysis and 95% family-wise confidence levels are also shown. Results of statistical analyses are presented in S1 Appendix.

### Particle sizes of lipoproteins

Tofu modulated the particle sizes of several lipoprotein classes (S2 Fig). The peak time for the normal distribution is known to be proportional to the logarithm of the particle size [15]; thus, it represents the diameter of a lipoprotein. The elution times of VLDL and its metabolite LDL2 were delayed by the tofu diets, whereas those of LDL1 were earlier (Fig 4). Regarding CM, the ratio of the earlier peak CM1 (larger than the pore size of our column) [15] to the later peak CM2 was higher in the TS group than in the other groups (Fig 5). However, these variations in particle sizes were within a several percent range of their size. They did not correlate with the total amount of lipids in lipoproteins or variations in particle volumes. Therefore, the modulation of particle sizes may represent a qualitative change in apolipoproteins as described later.

**Fig 4:**
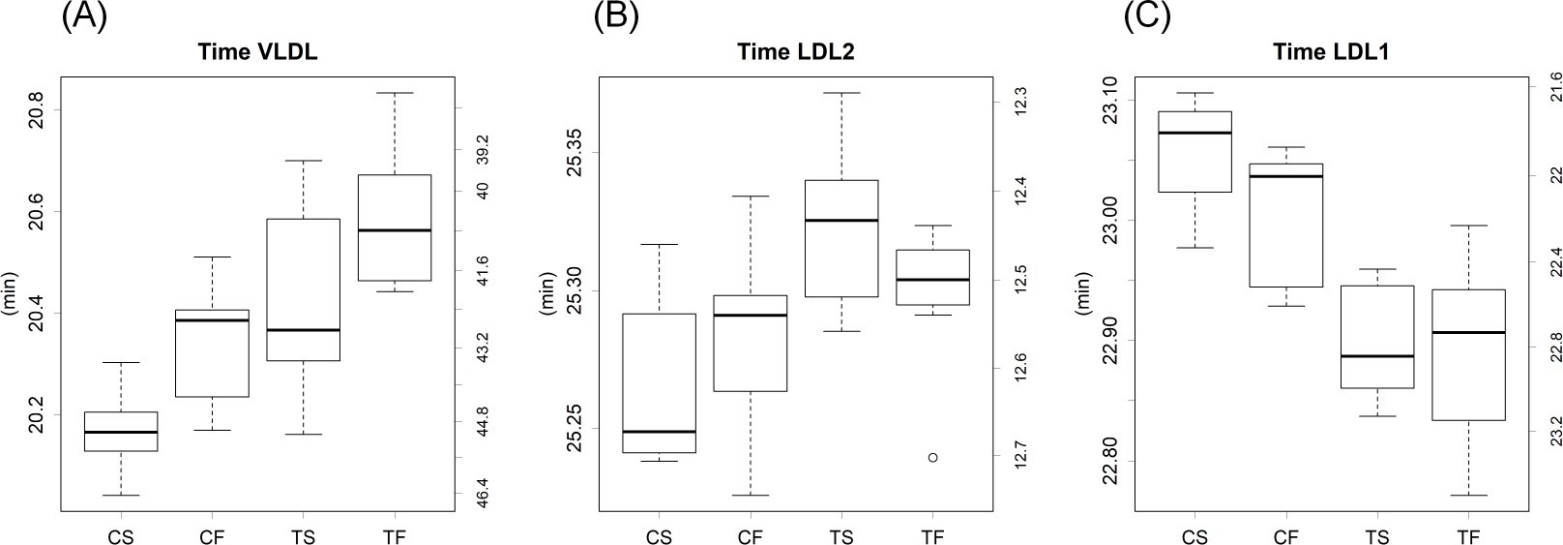
Elution times of lipoprotein classes. (**A**) VLDL, (**B**) LDL2, and (**C**) LDL1. C, casein; T, tofu; S, soy oil; F, fish oil. The bottom and top of the box are the first and third quartiles, respectively, and the band inside the box indicates the second quartile. Small circles show outliers. Results of statistical analyses are presented in S1 Appendix.

**Fig 5:**
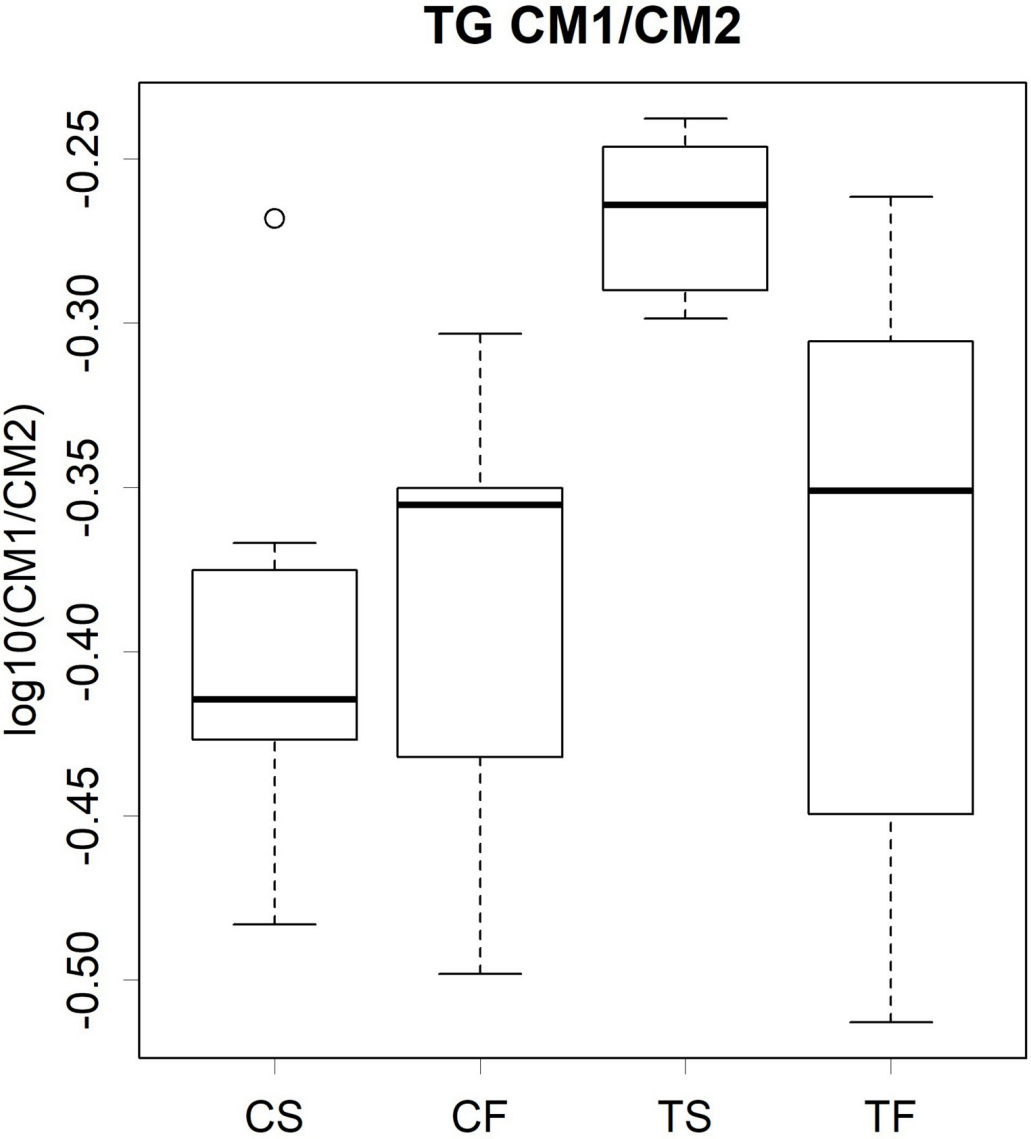
Ratio of CM1 to CM2 in serum TG. C, Casein; T, tofu; S, soy oil; F, fish oil. The bottom and top of the box are the first and third quartiles, respectively, and the band inside the box indicates the second quartile. Small circles show outliers. Results of statistical analyses are presented in S1 Appendix.

### Amounts of cholesterol and TG in lipoprotein classes

Significant differences in cholesterol levels among the groups were observed in the lipoprotein classes (S3 Fig). Fish oil reduced the cholesterol levels of several lipoprotein classes (CM1, CM2, VLDL, LDL1, LDL2, LAC1, and HDL1). Cholesterol-rich lipoprotein LDL2 and LAC1 were sensitive to the fish oil diets; significant differences were observed between CS-TF and TS-TF in LDL2, and CS-CF and CS-TF in LAC1. The value for LAC1 was almost 50% lower in the fish oil groups than in the soy oil groups (Fig 6). The TS diet did not reduce the cholesterol levels of CMs, VLDL, LDLs, or LAC2 from those with the CS diet. In contrast, the level of LAC1, a major cholesterol-rich lipoprotein class, in the TS group was approximately 1/3 that in the CS group.

**Fig 6:**
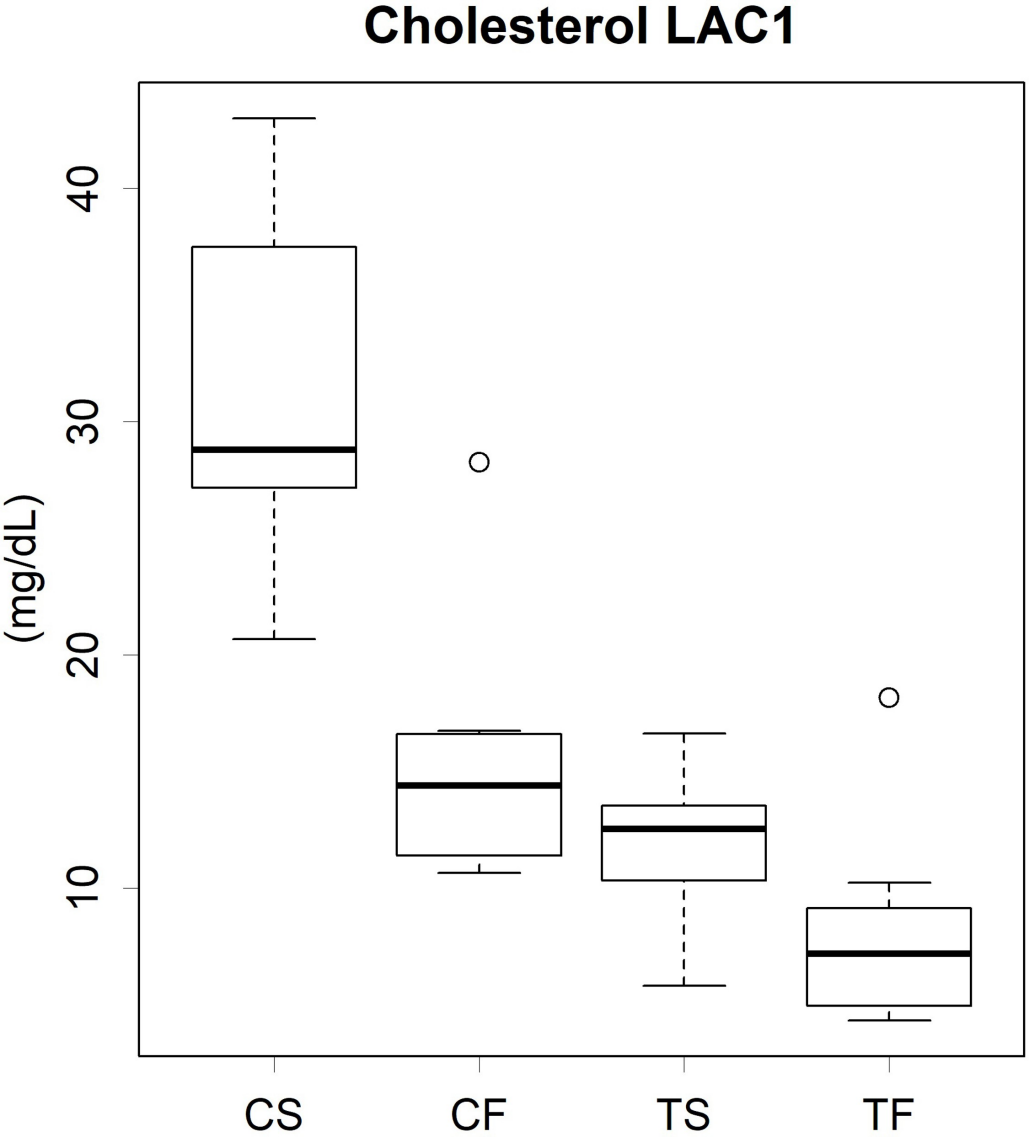
Cholesterol level of the lipoprotein class LAC1. C, Casein; T, tofu; S, soy oil; F, fish oil. The bottom and top of the box are the first and third quartiles, respectively, and the band inside the box indicates the second quartile. Small circles show outliers. Results of statistical analyses are presented in S1 Appendix.

Although significant differences were not always observed in the level of TG, fish oil and tofu reduced these values in some lipoprotein classes (S4 Fig). Fish oil slightly reduced TG levels in CMs. Similar to cholesterol levels, TG levels were suppressed by fish oil and tofu in LAC1. Moreover, these dietary effects were clearly observed in the ratio of TG to cholesterol in lipoprotein classes. Tofu increased the ratio in CMs, whereas it reduced it in its metabolite LDL1 (S5 Fig).

### Transcriptome profile in the liver based on PCA

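Liver RNA from 20 male Sprague-Dawley rats was hybridised to Affymetrix Rat Genome GeneChip arrays after 21 days on the diets, with 1 array per rat and 5 rats in each of the CS, CF, TS and TF groups. The protein source was casein (225 g/kg) in CS and CF, and tofu (290.7 g/kg) with 60.9 g/kg of casein in TS and TF. Soybean oil was added at 150, 100, 50 and 0 g/kg in CS, CF, TS and TF, and tuna-derived fish oil at 50 g/kg in CF and TF. A rat is named here by its group and its number in the labels, as in rat CS-1. The deposited values are z scores on a log scale, 1 per probe set and rat, which the authors obtained from the SuperNORM service by standardizing each array to its own signal distribution. A difference in z of 0.2 corresponds to a 1.41-fold difference by the paper's methods, and the folds given here use that scale. No measure of background is among the values, so for a gene with a group mean at or below 0.022, the highest median of an array, only the difference in z is given.

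Of 31099 probe sets, 57 controls were left out, and 31039 of the remaining 31042 had at least 3 values in every group and were tested. A single gene symbol was available for 20825 of these and several symbols for 436, while 9778 had none. A gene is represented by its brightest probe set, which gave 14217 genes. A linear model of the 4 group means was fitted to all probe sets with limma. The protein effect is the mean of TS and TF minus the mean of CS and CF, the oil effect is the mean of CF and TF minus the mean of CS and TS, and each compares 10 rats with 10. The interaction is the difference between the oil effects on tofu and on casein. A probe set is called changed at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets tested. Gene lists, such as fatty acid synthesis, were compared with all other genes by camera with a preset correlation of 0.01 between genes and with adjustment over 37 lists. The lists for the paper's claims were written with the paper's tables at hand and include genes the study chose on these arrays, so their counts are not independent evidence. The model, these comparisons, the gene lists and the rule for naming genes were fixed before the full set of deposited values was examined. The values in the parts of S6 and S7 Tables at hand had been seen by then. A part of S3 Table was also at hand with the paper, and its 869 tested entries hold the deposited values to within 5.0e-06. For these entries the plan was therefore not made without access to the values. Some later tests were not fixed beforehand.

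The median, the spread and the correlation with other arrays were compared between diets, as were the 3' to 5' differences of the beta-actin and GAPDH control probe sets. In none of these 10 permutation tests was the adjusted p under 0.687. In rats CS-1, CF-1, TS-1 and TF-3 the 5' beta-actin control read 1.30 to 1.42, against 1.86 to 2.13 in the other 16 rats. The number of arrays limits the precision, and the median standard error was 0.0533 for a main effect and 0.107 for the interaction.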

The matrix of transcriptome data of samples by genes was analyzed using PCA (Method). The multivariate analysis separated the experimental groups into two individual directions. 

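Along PC1 the groups lay in the order CS, CF, TS and TF, with Pnpla3, a lipase and acyltransferase of lipid droplets, at a gene score of -1.01 and Fmo1, a flavin-containing monooxygenase, at 0.35. Hamp (hepcidin, the hormone of iron balance), Fasn and Scd (stearoyl-CoA desaturase) also scored below 0, at -0.70, -0.40 and -0.37. Along PC2 both fish oil groups lay above both soybean oil groups, with Acot1 at a gene score of 1.15 and Hdc (histidine decarboxylase) at 0.44. Vnn1 (pantetheinase) and Eci1 (an enoyl-CoA isomerase) scored 0.34 and 0.28 on PC2.

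The array scores on PC1 were -0.187 ± 0.0352 (SD, n = 5) in CS, -0.0746 ± 0.0398 in CF, 0.0827 ± 0.0202 in TS and 0.178 ± 0.0152 in TF. Those on PC2 were -0.0514 ± 0.0187 in CS, 0.131 ± 0.0462 in CF, -0.149 ± 0.0134 in TS and 0.0696 ± 0.0342 in TF. Each of the 20 rats lay nearest to the mean of its own group. The axes were computed from the 4 group means over the selected probe sets, and with group labels permuted and the selection repeated, every rat also lay nearest to its own permuted group in 73 of 100 label sets. PC1 held 57.8% of the variation between group means, PC2 34.1% and the remaining axis 8.10%.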

As shown in Fig 7A, PC1 and PC2 represented differences in dietary protein and fat sources, respectively; each group was clearly divided by the grids. These results suggested that protein and fat sources independently affect hepatic gene expression, and that gene expression reflected independent responses to tofu or fish oil (the contribution of PCs was shown in Fig 7B). 

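Pnpla3 was the gene with the lowest adjusted p of the protein effect among the genes named here, lower on tofu than on casein (difference in z of -1.93, standard error 0.095, adjusted p = 6.7e-10 from limma). Hepcidin (Hamp) was lower on tofu by 1.48 in z, while Cxcl13, a B cell chemokine, was higher by 0.59 and Cd14, a receptor of bacterial lipopolysaccharide, was 2.77-fold higher. On fish oil Acot1 was higher than on soybean oil (difference in z of 2.31, standard error 0.22, adjusted p = 1.5e-05), as was Hdc, by 0.93. The call of Hamp ended in fits of the 16 arrays without a low 5' actin value and of 17 without the 3 least correlated arrays, which were chosen after the values were seen (adjusted p = 0.0807 and 0.0832, in a range over 11 settings of 0.00275 to 0.0832). Its differences in z in these fits were -1.40 and -1.44. In all, tofu changed 173 probe sets, of which 93 rose and 80 fell, and fish oil changed 60, of which 55 rose and 5 fell. Other settings gave other counts. The block by rat number, used here and below, is uneven over the diets: number 3 occurs only in TF and number 4 only in TS and TF. A call lost with this block therefore does not by itself speak against a diet difference. For the protein effect, probe sets changed numbered 91 with the rat number as a block, 347 among bright probe sets, 72 in the fit of 16 arrays and 74 in that of 17, and without rat CS-2 there were 114. For the oil effect, probe sets changed numbered 27 with that block, 77 among bright probe sets and 34 in 17 arrays. The 3 arrays left out of the last fit, TS-7, TF-4 and TF-5, are all of rats on tofu.

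The probe sets called for both factors numbered 4, against 0.334 if the calls were independent. Those with a symbol were Acot4, which fell on tofu and rose on fish oil, and Pnpla3 and Fabp5 (a fatty acid binding protein), which fell on both. The fall of Fabp5 on fish oil had an adjusted p of 0.0374, and its call was kept in the fits that left out rat CS-1, CS-6, CF-2, TS-1, TS-2 or TF-4 but ended in the other 14 fits that left out 1 rat (highest adjusted p 0.0946, without rat CF-5), with a range over 11 settings of 0.0105 to 0.182. With the rat number as a block the count for both was 0, and the calls of Pnpla3 on fish oil and of Acot4 on tofu were lost (adjusted p = 0.0688 and 0.0638, in ranges over 11 settings of 0.00108 to 0.0724 and 0.00219 to 0.0638). Across all probe sets, which are not independent replicates, the protein and oil effects had a Pearson r of 0.11 and a Spearman rho of 0.13. The Pearson r kept its sign but varied in size between the fits that left out 1 rat.

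For the interaction limma called 0 probe sets, with 1065 at an unadjusted p under 0.05 where 1552 are expected by chance, and the model without moderation of the variance also called 0. Its standard error is 2 times that of a main effect, and differences between the oils on tofu and on casein smaller than about 0.8 in z were not all detectable: of 100 simulated interactions of that size, 78 were called. From the positions of the groups along the 2 axes, the paper proposes that the protein source and the fat source act on hepatic gene expression independently of each other.

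**Figure D1:**
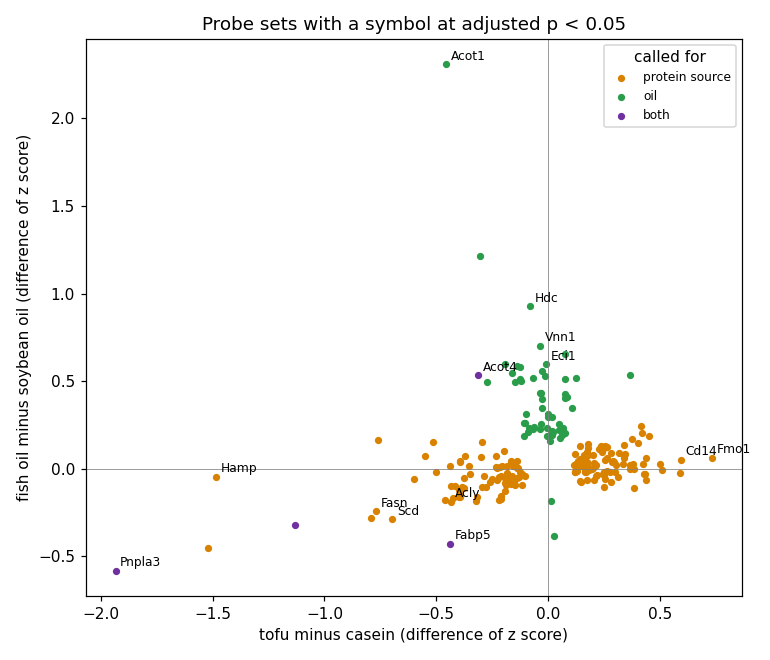
Protein effect (tofu minus casein, difference in z) against oil effect (fish oil minus soybean oil, difference in z) of the probe sets with a symbol called for either factor, 1 point per probe set, coloured by the factor that called it. Acot1 lies at 2.31 on the oil axis and Pnpla3 at -1.93 on the protein axis, and Acot4, Fabp5 and Pnpla3 are the named genes called for both.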

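Thresholds of 0.1 on PC1 and 0.05 on PC2, as in the methods, took in Fasn and Scd on the negative side of PC1 and Acot1 and Acot2 on the positive side of PC2. Of the 531 probe sets, 242 passed on PC1, 147 with positive and 95 with negative scores. PC2 took in 271, of which 148 were positive and 123 negative. Both thresholds were passed by 99 probe sets and at least 1 by 414. If passing on each axis were independent, 123.5 would pass both.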

The numbers of genes selected for PC1 and PC2 were 259 and 546, respectively, and only 96 were found in both. 

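Acly (ATP-citrate lyase) scored -0.24 on PC1 and -0.010 on PC2, and Acot4, a thioesterase, scored -0.047 on PC1 and 0.31 on PC2. Fabp5 and Fads2 (a fatty acid desaturase) lay beyond the thresholds of both axes, with PC2 scores of -0.12 and 0.095. Over the 414 probe sets that passed either threshold, Pearson's r between both scores was -0.034 and Spearman's rho was -0.094. Over all 531 selected probe sets r was -0.021. These are correlations across genes, which are not independent replicates, and scores on principal axes are uncorrelated by construction over the probe sets that define them, apart from their means.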

Scores for the selected genes in PC1 and PC2 showed Pearson’s correlation of -0.0641, negating a correlation between the axes.

**Fig 7:**
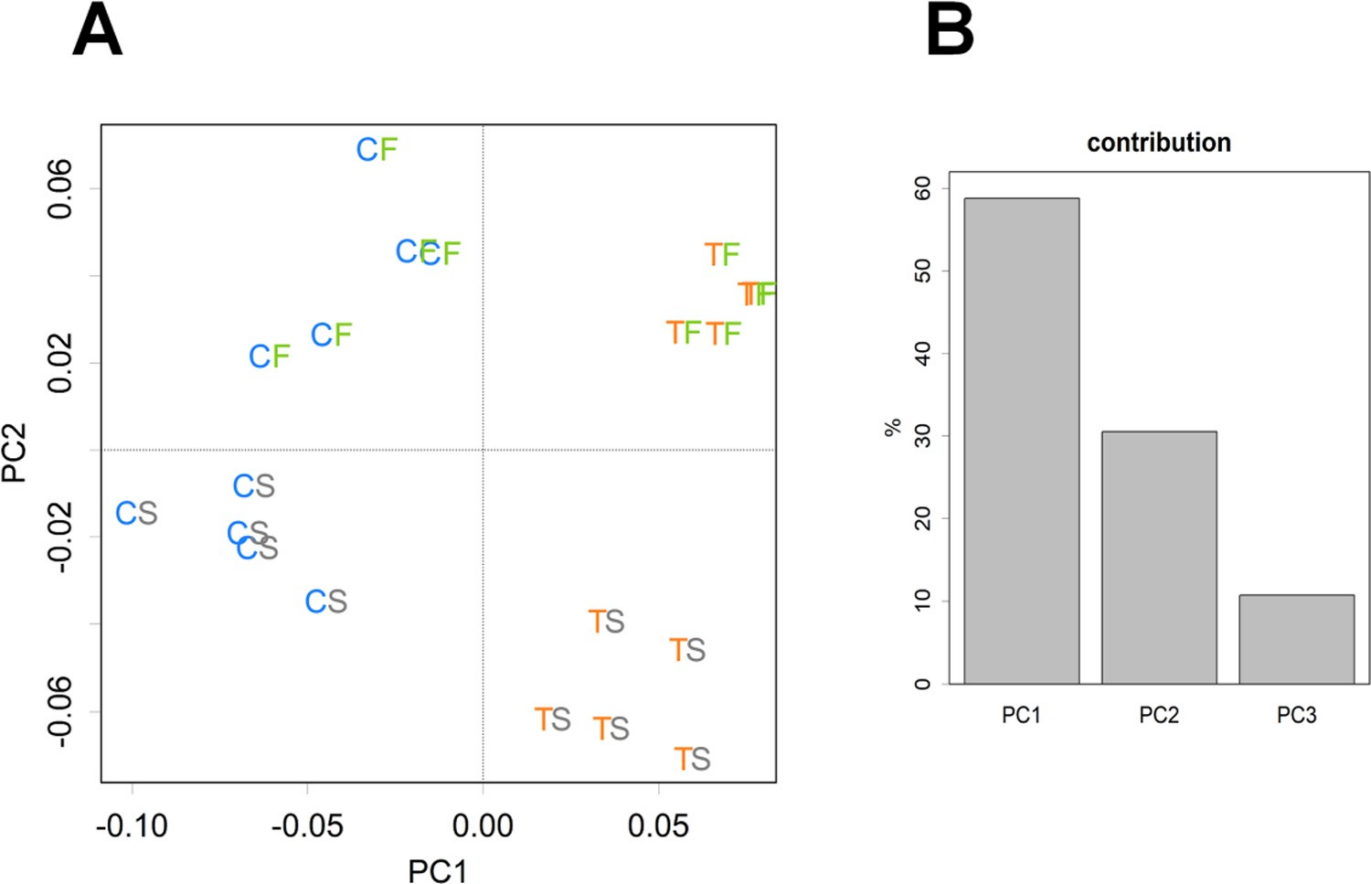
Principal component analysis applied to individual samples. (**A**) PC for samples. Score plots of PC1 compared with PC2 were derived from hepatic gene expression in rats: each plot represents a rat sample. C, Casein; T, tofu; S, soy oil; F, fish oil. (**B**) Contribution of PC axes (%). PC for genes are presented in S6 and S7 Tables.

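Tofu lowered genes of fatty acid synthesis together: of 10 measured members of this list, 7 fell and 0 rose (8 fell when adjusted over the list alone, camera adjusted p = 3.2e-19). Me1, the malic enzyme that supplies NADPH, fell by 0.51 in z (2.41-fold lower, standard error 0.080, adjusted p = 0.00421), and Thrsp, a regulator of lipogenesis also called Spot 14, was 1.99-fold lower (adjusted p = 0.0390). Of 13 genes of fatty acid elongation and desaturation, 4 fell and 0 rose (6 fell and 1 rose when adjusted over the list alone, camera adjusted p = 0.000117). The latter had adjusted p = 0.0864 with an estimated correlation. Elovl6, an elongase of palmitate, was 2.04-fold lower (adjusted p = 0.0102). Of 14 genes of fatty acid transport and binding, 3 fell and 0 rose (4 fell and 1 rose when adjusted over the list alone, camera adjusted p = 0.00430), which were the binding proteins Fabp2 (lower by 0.43 in z, adjusted p = 0.00551), Fabp5 (2.12-fold lower, adjusted p = 0.0168) and Dbi (1.42-fold lower, adjusted p = 0.00924). This list had adjusted p = 0.0522 with an estimated correlation. Of 17 genes of cholesterol synthesis, 1 fell and 0 rose (camera adjusted p = 0.0111). It had adjusted p = 0.429 with an estimated correlation, the highest of 12 other settings, of which the lowest was 0.00394, and 0.0831 without rat TS-2.

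The fall of fatty acid synthesis had adjusted p = 0.000332 with an estimated correlation. All 4 lists include genes the study chose on these arrays, which is not independent evidence of their direction. The call of Thrsp was kept in the fits that left out rat CS-7, CF-5, CF-7, TS-5 or TF-4 and ended in the other 15 fits without 1 rat (highest adjusted p 0.0789, without rat CS-2), and over 11 other settings its adjusted p ran from 0.0120 to 0.188. That of Fabp5 ran from 0.00447 to 0.0746, and its call was lost with the rat number as a block in the model (adjusted p = 0.0547). Those of Elovl6 and Dbi ran from 0.00258 to 0.0790 and from 2.6e-05 to 0.0694, and both calls ended in a fit without the 3 least correlated arrays, chosen after the values were seen. Markers of endothelial cells were higher on tofu in 7 of 7 members (camera adjusted p = 0.000675, adjusted p = 0.107 with an estimated correlation).

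**Figure D2:**
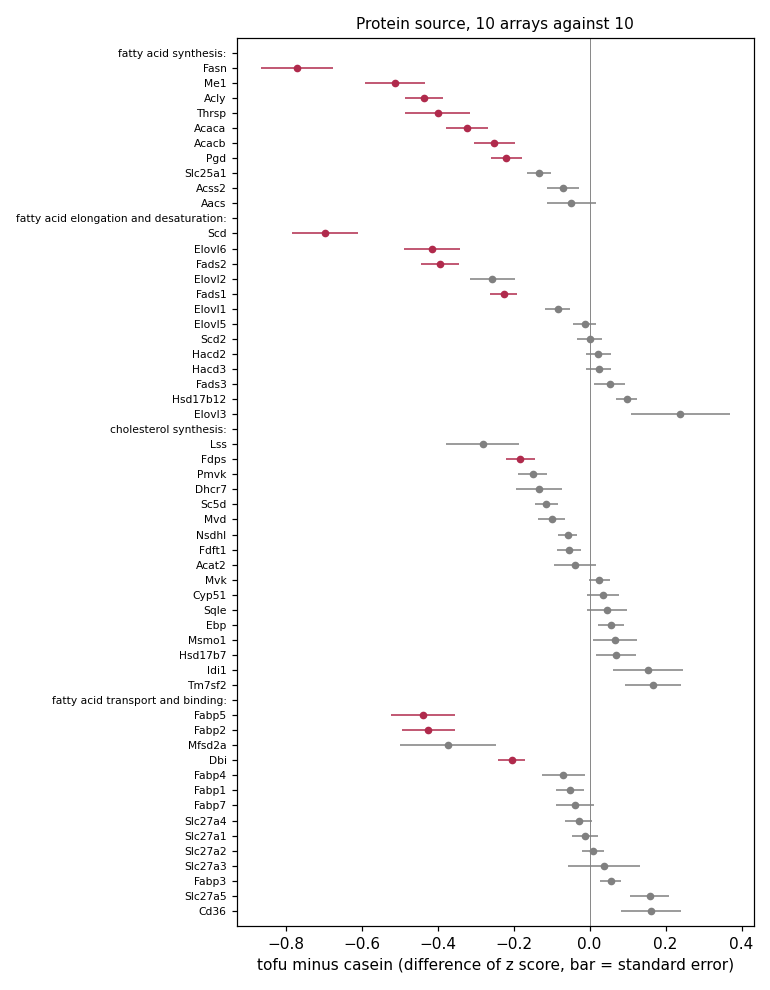
Difference in z between tofu and casein (tofu minus casein) for each measured member of the lists of fatty acid synthesis, elongation and desaturation, cholesterol synthesis, and transport and binding, with bars for 1 standard error. Members with an adjusted p under 0.05 are red; all 10 members of fatty acid synthesis lie below 0.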

In PC1, tofu suppressed the mRNA expression of genes related to fatty acid synthesis, fatty acid elongation, fatty acid desaturation, cholesterol synthesis, and fatty acid transport; this was clear from the annotated functions and keywords of the genes provided by the protein source (Tables 1 and S6). 

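Acaca, the acetyl-CoA carboxylase of the cytosol whose product malonyl-CoA feeds fatty acid synthesis, was 1.74-fold lower on tofu than on casein. Its difference in z was -0.32 (standard error 0.055, adjusted p = 0.00842 from limma), and all 10 rats on tofu lay below the mean of the casein rats. Acacb, the carboxylase of the mitochondrial membrane, was lower too (difference of -0.25, standard error 0.054, adjusted p = 0.0390). Their PC1 scores were -0.18 and -0.13. The call of Acacb was kept in the fits that left out rat CF-2, TS-2, TF-3 or TF-7 and ended in the other 16 fits without 1 rat (highest adjusted p 0.0850, without rat TF-6). Over 10 other settings its adjusted p ran from 0.00613 to 0.158. That of Acaca ran from 0.00208 to 0.0885 over 11, and its call was lost with the rat number as a block in the model (adjusted p = 0.0600). With that block the difference of Acaca was -0.32. In the 16 arrays without a low 5' actin value it was -0.29, and the call was lost there too.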

Tofu depressed the PC1-negative gene group including the lipogenic rate-limiting enzyme. Moreover, other lipogenic genes, such as fatty acid synthases, ATP-citrate lyase, fatty acid desaturases, and SREBP-1, were involved in the gene list (S3 Table).

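Fasn was 3.75-fold lower on tofu than on casein (difference in z of -0.77, standard error 0.095, adjusted p = 0.000400 from limma). Acly, which makes cytosolic acetyl-CoA from citrate, was 2.12-fold lower (difference of -0.44, standard error 0.050, adjusted p = 0.000161). Among the desaturases Scd was 3.31-fold lower (adjusted p = 0.000439), Fads2 1.97-fold lower (adjusted p = 0.000449) and Fads1 1.48-fold lower (adjusted p = 0.00526, with a range over 11 other settings of 8.0e-05 to 0.0508). All 10 tofu rats were below the casein mean for each of these 5 genes. For Srebf1, which encodes SREBP-1, the difference was -0.18 (standard error 0.067, adjusted p = 0.340), which did not pass the test. S3 Table is available here only as 870 of its 4871 entries, so membership in it was not counted.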

**Table 1:** Over-represented gene ontology involving hepatic genes expressed differently among groups (PC1).

Category of gene ontology biological process	genes	P-value
oxidation reduction	36	0.0.E+00
metabolic process	36	1.3.E-14
transport	24	2.0.E-03
lipid metabolic process	11	2.2.E-07
response to drug	11	7.8.E-06
regulation of transcription	10	9.7.E-04
lipid biosynthetic process	9	6.8.E-09
response to nutrient	9	4.5.E-07
fatty acid biosynthetic process	8	4.5.E-10
response to organic substance	7	1.1.E-05
response to organic cyclic substance	7	2.6.E-05
glucose metabolic process	6	1.8.E-06
response to glucocorticoid stimulus	6	3.2.E-05
response to toxin	5	4.3.E-06
steroid biosynthetic process	5	1.8.E-05
aging	5	2.1.E-04
xenobiotic metabolic process	4	4.1.E-07
liver development	4	2.4.E-04
regulation of cell cycle	4	3.0.E-04
fatty acid metabolic process	4	9.0.E-04
positive regulation of cell migration	4	9.0.E-04

Yellow cells show the categories related to lipid metabolism.

On the other hand, PC2-positive genes suggested that the ingestion of fish oil stimulated the mRNA expression of genes involved in lipid metabolism and fatty acid β-oxidation (Tables 2 and S7). 

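Fish oil raised genes of fatty acid oxidation in mitochondria and peroxisomes and those of acyl-CoA thioesterases, which release free fatty acids from their CoA esters. Of 20 measured genes of mitochondrial β-oxidation, 6 rose and 0 fell (17 rose when adjusted over the list alone, camera adjusted p = 9.1e-36), among them Decr1, a reductase for unsaturated fatty acids (1.67-fold, adjusted p = 0.00689), Hadhb of the trifunctional protein (1.46-fold, adjusted p = 0.00115) and Slc25a20, the carnitine carrier (1.43-fold, adjusted p = 0.00608). Hadha, the other subunit of the trifunctional protein, was 1.40-fold higher (adjusted p = 0.0124), and its adjusted p ran from 0.00157 to 0.810 over 11 other settings, the highest with the mean of its 3 probe sets. Of 16 peroxisomal genes, 7 rose and 0 fell (10 rose when adjusted over the list alone, camera adjusted p = 4.7e-27), with Pex11a, a gene of peroxisome division, 2.10-fold higher (adjusted p = 0.000396). Of 9 thioesterases, 4 rose and 0 fell (7 rose when adjusted over the list alone, camera adjusted p = 3.9e-22). Of 19 other targets of PPARα, the nuclear receptor for fatty acids, 5 rose and 0 fell (9 rose and 1 fell when adjusted over the list alone, camera adjusted p = 2.6e-16), with the lipid droplet protein Cidea 2.01-fold higher (adjusted p = 0.00368).

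With an estimated correlation the adjusted p of these 4 lists was 0.000900, 9.7e-05, 0.000900 and 0.000211 in the order given. The first 3 include genes the study chose on these arrays, which is not independent evidence of their direction. Markers of stellate cells and fibroblasts were lower on fish oil in 11 of 11 members (camera adjusted p = 0.000162, adjusted p = 0.0286 with an estimated correlation). Also lower were markers of macrophages and Kupffer cells in 9 of 10 members and of red blood cells in 4 of 4. Their camera adjusted p was 0.00279 and 0.0183, and both calls were lost with an estimated correlation (0.409 and 0.292). With the rat number as a block in the model the calls of Hadha, Slc25a20 and Cidea were lost (adjusted p = 0.0940, 0.0688 and 0.0741), in ranges over 11 settings of 0.00121 to 0.0724 for Slc25a20 and 0.000617 to 0.0741 for Cidea. S7 Table is available here only in part, with 43 entries, and all 21 of its probe sets called for the oil were higher on fish oil. The study chose these entries by their PC2 scores on these arrays, so this direction is not independent evidence.

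**Figure D3:**
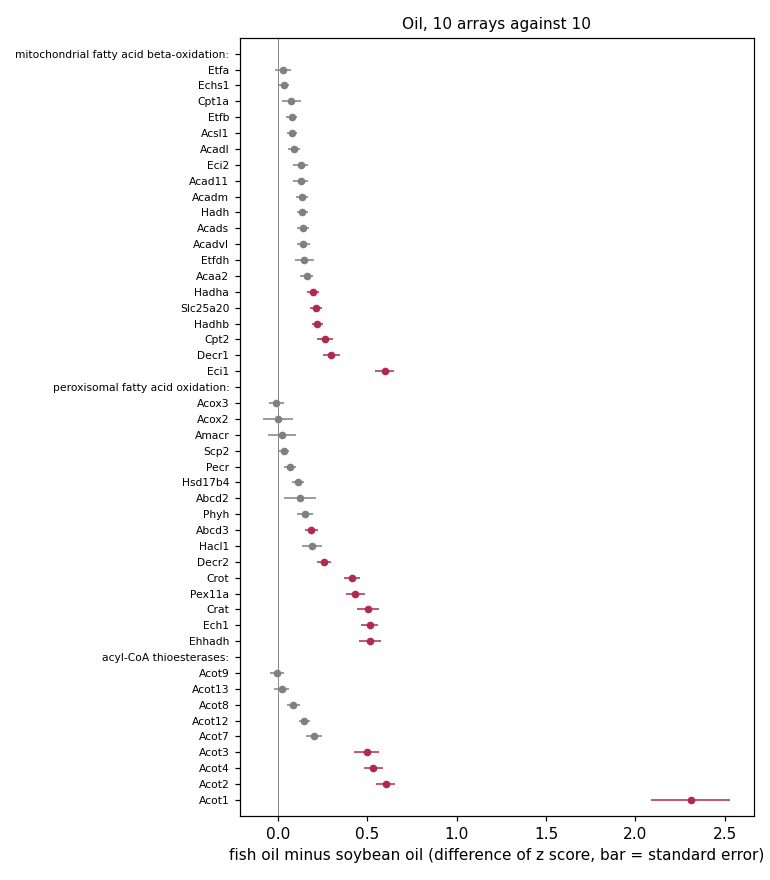
Difference in z between fish oil and soybean oil (fish oil minus soybean oil) for each measured member of the lists of mitochondrial β-oxidation, peroxisomal oxidation and acyl-CoA thioesterases, with bars for 1 standard error. Members with an adjusted p under 0.05 are red; all 20 members of mitochondrial β-oxidation lie above 0, and Acot1 lies at 2.31.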

The fatty acid β-oxidation pathway contains several enzymes that catalyze irreversible reactions; the mRNA expression of these enzymes was stimulated well in the fish oil-fed groups. For example, the expression of acyl-CoA dehydrogenases and 3-hydroxybutyrate dehydrogenase, in addition to irreversible thioesterases, was induced. Moreover, the enzymes of the genes required to catabolize the unsaturated fatty acids, enoly-CoA hydratase and enoyl-CoA Δ-isomerase, were present in the list. 

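The thioesterases Acot2, Acot3 and Acot4 rose on fish oil with Acot1. Acot2, which acts in mitochondria, was 2.81-fold higher (difference in z of 0.60, standard error 0.054, adjusted p = 1.0e-05 from limma), Acot4, which acts in peroxisomes, 2.50-fold higher (adjusted p = 2.6e-05) and Acot3 2.35-fold higher (adjusted p = 0.00182), each in 10 of 10 rats. The acyl-CoA dehydrogenases did not pass the test. Acadvl, for very long chains, had a difference of 0.14 (standard error 0.035, adjusted p = 0.221), Acads, for short chains, 0.14 (adjusted p = 0.244), Acadm, for medium chains, 0.14 (adjusted p = 0.211) and Acadl, for long chains, 0.089 (adjusted p = 0.708). The first 3 lay above the soybean oil mean in 10 of 10 rats on fish oil, and over 11 other settings the adjusted p of Acadm ran from 0.0139, with each array scaled to the same spread, to 0.490. That of Acot3 ran from 0.000382 to 0.0552, the highest, where its call was lost, with the rat number as a block in the model. Bdh1, the 3-hydroxybutyrate dehydrogenase of mitochondria, had a difference of 0.078 (standard error 0.035, adjusted p = 0.878). Bdh2, another 3-hydroxybutyrate dehydrogenase, had a difference of 0.26 (standard error 0.079, adjusted p = 0.476) with 10 of 10 rats above the soybean oil mean, and did not pass the test either.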

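Ehhadh, the bifunctional enoyl-CoA hydratase of peroxisomes, was 2.42-fold higher on fish oil (difference in z of 0.51, standard error 0.063, adjusted p = 0.000317 from limma). Ech1, a dienoyl-CoA isomerase, was also 2.42-fold higher, with an adjusted p of 1.4e-05. Eci1, the enoyl-CoA isomerase of mitochondria, was 2.79-fold higher (difference of 0.60, standard error 0.054, adjusted p = 1.0e-05). All 10 rats on fish oil lay above the soybean oil mean for each of these. Eci1 has 2 probe sets, and over 11 other settings its adjusted p ran from 6.0e-07 to 0.263. The highest came with their mean, where the difference was 0.298 and the call was lost. Echs1, the short-chain enoyl-CoA hydratase of mitochondria, had a difference of 0.030 (adjusted p = 1.00) and Eci2, a second isomerase, 0.13 (adjusted p = 0.568), which did not pass the test.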

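Of the carnitine acyltransferases, Crat, for acetyl groups, was 2.37-fold higher on fish oil (difference in z of 0.50, standard error 0.061, adjusted p = 0.000299 from limma), and Crot, for medium chains from peroxisomes, was 2.03-fold higher (adjusted p = 6.5e-05). Cpt2, the palmitoyltransferase of the inner mitochondrial membrane, was 1.56-fold higher (adjusted p = 0.00877). Cpt1a, the palmitoyltransferase of the outer membrane, had a difference of 0.074 (standard error 0.051, adjusted p = 0.964), with 7 of 10 rats above the soybean oil mean. The acyl-CoA oxidases measured did not pass the test. Acox2, the oxidase for branched chains and bile acid intermediates, had a difference of -0.00094 (standard error 0.082) and Acox3 a difference of -0.011 (standard error 0.042). Both had PC2 scores within the threshold. Over 11 other settings the adjusted p of Cpt2 ran from 0.00188 to 0.110, the highest, where its call was lost, with the rat number as a block in the model.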

Other enzymes facilitating fatty acid β-oxidation, such as carnitine acyltransferases and acyl-CoA oxidase, and fatty acid catabolism represented by acyl-CoA thioesterases were also involved in the PC2-positive group. These reactions may induce the production or degradation of acetyl-CoA and/or fatty acid re-synthesis. 

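The genes of isocitrate dehydrogenase differed little between the oils. Idh1, the cytosolic enzyme, was 1.17-fold higher on fish oil (difference in z of 0.091, standard error 0.029, adjusted p = 0.579 from limma), with 10 of 10 rats above the soybean oil mean. Idh3b and Idh3g, subunits of the NAD-dependent enzyme of the TCA cycle, had differences of 0.047 (adjusted p = 0.971) and 0.026 (adjusted p = 1.00), and the catalytic subunit Idh3a 0.0083. Idh2, the mitochondrial NADP-dependent enzyme, had a difference of 0.027. None of these 5 passed the test. Of 19 genes of the TCA cycle and isocitrate dehydrogenases, 0 rose and 0 fell (3 rose when adjusted over the list alone), and as a list they lay above the other genes (camera adjusted p = 0.0120). This had adjusted p = 0.415 with an estimated correlation, the highest of 12 other settings, of which the lowest was 7.6e-05, 0.0510 without rat CS-2 and 0.130 without rat TF-3. The list includes genes the study chose on these arrays, which is not independent evidence.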

Since the levels of mRNAs for some subunits of the rate-limiting enzyme of TCA cycle isocitrate dehydrogenase were slightly induced by fish oil, these enzymes may be involved in the oxidation of acetyl-CoA (S7 Table). 

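Mlycd, the gene of malonyl-CoA decarboxylase, which turns malonyl-CoA back into acetyl-CoA, was 1.26-fold higher on fish oil than on soybean oil. Its difference in z was 0.14 (standard error 0.033, adjusted p = 0.211 from limma), which did not pass the test, and 9 of 10 rats on fish oil lay above the soybean oil mean. Its mean z was 1.57 ± 0.055 (SD, n = 5) in CS, 1.68 ± 0.093 in CF, 1.53 ± 0.054 in TS and 1.69 ± 0.067 in TF. Its score was 0.066 on PC2 and 0.018 on PC1.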

The mRNA expression of malonyl-CoA decarboxylase, which plays a role in the reverse reaction of acetyl-CoA carboxylase, was strongly stimulated by fish oil. Although the transcript level of acetyl-CoA carboxylase was increased in the casein groups, elevated levels of malonyl-CoA decarboxylase may cancel its activity and reduce the total production of fatty acids in the fish oil groups.

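Acaca stood at a mean z of 1.65 ± 0.15 (SD, n = 5) in CS, 1.49 ± 0.18 in CF, 1.35 ± 0.026 in TS and 1.15 ± 0.082 in TF. Acacb had a mean z of -0.12 ± 0.029 in CS, -0.11 ± 0.064 in CF, -0.31 ± 0.088 in TS and -0.42 ± 0.22 in TF. Between the oils, Acaca differed by -0.18 (standard error 0.055, adjusted p = 0.476 from limma) and Acacb by -0.057 (adjusted p = 1.00), fish oil minus soybean oil, and neither passed the test. The decarboxylase and both carboxylases were measured as mRNA, and enzyme activity is not part of these values. The interactions of Acaca and Acacb, -0.039 and -0.12, did not pass the test either.

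**Figure D4:**
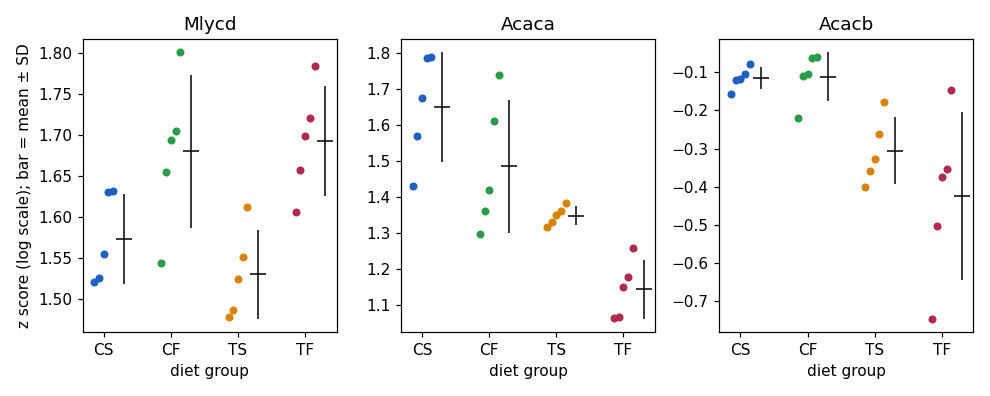
z scores of Mlycd, Acaca and Acacb in each of the 20 rats by diet group (CS, CF, TS and TF), with the group mean and bars for 1 SD (n = 5). The Mlycd means lie between 1.53 and 1.69, and the Acaca means fall from 1.65 in CS to 1.15 in TF.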

**Table 2:** Over-represented gene ontology involving hepatic genes expressed differently among groups (PC2).

PC2	genes	P-value
metabolic process	49	2.4.E-14
lipid metabolic process	32	0.0.E+00
oxidation reduction	29	7.1.E-12
fatty acid metabolic process	23	2.1.E-14
responses to drugs	13	1.1.E-04
phosphate transport	10	7.2.E-06
fatty acid beta-oxidation	9	3.2.E-12
responses to organic cyclic substances	9	4.4.E-05
long-chain fatty acid metabolic process	8	6.4.E-13
responses to nutrients	8	2.8.E-04
acyl-CoA metabolic process	7	4.0.E-10
responses to a glucocorticoid stimulus	7	1.7.E-04
heart development	7	6.0.E-03
very-long-chain fatty acid metabolic process	6	1.1.E-10
positive regulation of apoptosis	6	6.9.E-03
regulation of fatty acid oxidation	5	2.4.E-07
regulation of the cell cycle	5	5.4.E-04
cell migration	5	1.8.E-03
lipid biosynthetic process	5	2.2.E-03
locomotory behavior	5	2.5.E-03
responses to an estrogen stimulus	5	5.1.E-03
responses to organic substances	5	9.8.E-03

Yellow cells show the categories related to lipid metabolism.

### Enzyme activities involved in lipid metabolism in the liver

Alterations in hepatic lipid metabolism at the level of the transcriptome were verified by some enzymatic activities. The enzyme activities involved in fatty acid oxidation were significantly suppressed by tofu and fish oil (S8 Table). The fish oil diets largely induced the activities of fatty acid β-oxidation enzymes, while the tofu diets slightly reduced peroxisomal fatty acid oxidation.

## Discussion

Changes in the particle sizes of LDL by tofu may reflect differences in apoproteins, which influences the qualitative properties of lipoproteins. Differences in particle sizes (represented in time; S2 Fig) were less prominent than those in the quantity of lipoproteins (represented in the levels of cholesterol and TG; S3 and S4 Figs) among individual samples. Furthermore, the log normal distribution and its σ were nearly constant in the dietary group (S1 Fig), suggesting that the particle sizes of lipoproteins were generally conserved and stable [15]. In terms of a process of elimination, differences in particle sizes appear to represent those in the types of components, possibly apolipoproteins, instead of the amount of lipids being transported. Since apolipoproteins are specific to their receptors, the characteristics of lipoproteins vary depending on the proteins contained within. Apolipoprotein B (ApoB), the primary apolipoprotein of LDL particles, is a candidate for the cause of these changes. The protein size of ApoB is known to be modulated by dietary conditions via RNA editing [29]. In principle, the larger molecular weight form (ApoB100) is known to be synthesized in the liver, whereas the smaller molecular weight form (ApoB48) is synthesized in the intestine. However, evidence for this tissue specificity is limited. ApoB100 was predominant in the fetal human intestine, but disappeared in the adult intestine in which ApoB48 was synthesized [30]. Thus, the tissue-specific localization of apolipoproteins is possibly altered by diets. Alternatively, lipoproteins may include unknown apolipoproteins. We previously reported that lipoproteins may contain more protein than previously considered [15]. Unfortunately, we were unable to identify and directly measure these apolipoproteins in the present study. In principle, proteins are more difficult to identify than RNA because their biochemical properties are divergent.

We speculate that differences in the particle sizes of lipoproteins may affect their turnover rates. Tofu slightly increased LDL1 particle sizes, but decreased those of VLDL and LDL2 (Fig 4). Furthermore, size differences were observed in CM as an increased CM1/CM2 level (Fig 5), which implies that particles at the void volume of the gel-filtration column increased. As described above, size differences may be reflected by the types of apolipoproteins. Therefore, the affinity of lipoproteins and their receptors vary depending on the constituents of apolipoproteins. Increases in the levels of LDL1 and VLDL classes in the TS group may be influenced by these changes (S3 Fig).

Since the level of LAC1 was markedly higher than that of LAC2, the total level of LAC was considered to be strongly suppressed by tofu and fish oil (S3 Fig). LAC1 and LAC2 are a complex of LDLs and anti-proteases [15]. The anti-proteases alpha-1-macroglobulin (A1m) and alpha-1-inhibitor 3 (A1i3) were detected in LAC1 and LAC2, respectively. In the CS group, LAC1, along with LDL1 and LDL2, contained a large amount of serum cholesterol, whereas the level of LAC2 was approximately 1/10 that of LAC1 (S3 Fig). Tofu and fish oil individually, but not additively halved the level of LAC1 (S3 Fig). Although limited information is currently available on these proteases, if LAC, as a complex of thrombotic material and an anti-fibrinolysis enzyme, is a cause of atheroma, soy protein and fish oil have the potential to prevent the progression of atherosclerosis. We speculate that fish oil decreased total cholesterol levels in serum, while tofu suppressed the synthesis of cholesterol. The mRNA levels of genes involved in hepatic cholesterol synthesis were lower in the tofu diet groups than in the casein groups (S2 Table). 

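Fdps, the farnesyl diphosphate synthase of the mevalonate pathway, was 1.37-fold lower on tofu (difference in z of -0.18, standard error 0.039, adjusted p = 0.0361 from limma). Lss, the lanosterol synthase, had a difference of -0.28 (standard error 0.096, adjusted p = 0.271), which did not pass the test except without rat TS-5 (adjusted p = 0.00945). Idi1 and Tm7sf2, other enzymes of the pathway, had differences of 0.15 and 0.17, and neither passed. Of the 17 members measured, 9 were lower and 8 higher on tofu in their difference of means, and 5 fell when adjusted over the list alone. That list includes genes the study chose on these arrays, which is not independent evidence. The call of Fdps was kept in the fits that left out rat CS-1, CS-6, CF-1, TS-1, TS-4, TS-5, TF-4 or TF-6 and ended in the other 12 fits without 1 rat (highest adjusted p 0.0756, without rat CF-2). Over 11 other settings its adjusted p ran from 0.00427 to 0.145.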

Since soy protein is known to increase the rates of cholesterol turnover, cholesterol oxidation, and fecal steroid excretion and reduce cholesterol absorption [12], these actions may have contributed to decreasing serum cholesterol levels in the tofu diet groups. In contrast, fish oil effectively suppressed cholesterol levels in the major cholesterol-rich lipoproteins, particularly LDL1 and LAC1 (S3 Fig). Moreover, the ingestion of fish oil stimulated the mRNA expression of genes involved in lipid metabolism and fatty acid β-oxidation (Tables 2 and S7). Fatty acids are esterified with cholesterol stored in lipoproteins [31]. Thus, we speculated that esterified fatty acids were rapidly degraded, and the cholesterol residue was excreted as a bile acid into feces. However, the precise mechanisms underlying this regulation were not elucidated in the present study.

Since tofu and fish oil independently affected the levels of different lipoprotein classes in serum (S3 Fig) and hepatic transcriptomes (Fig 7 and S6 and S7 Tables), the mechanisms underlying this regulation by these dietary factors differ. Tofu suppressed mRNA expression by regulating hepatic fatty acid synthesis (S6 Table). These results were consistent with our previous findings [25] and other studies [32]. Fish oil facilitated the expression of genes involved in fatty acid oxidation and catabolism (S7 Table), which is in agreement with previous findings [33].

The suppression of the synthesis of hepatic fatty acids and cholesterol by tofu (Tables 1 and S6) suggested that circulating levels of TG and LDL were sufficient to satisfy physiological demands in rats fed the tofu diets. The levels of CM2 and VLDL (major carriers of TG) and LDL1 and LDL2 (major carriers of cholesterol) in tofu groups were not markedly lower or higher than those in the CS group (S3 and S4 Figs). These results implied that abundant TG was supplied by the diet. Moreover, the ratio of TG to cholesterol in CM1 and CM2 was higher in the tofu groups (S5 Fig): this increase suggested that the absorption efficacies of TG and cholesterol varied for some reason even though food consumption did not significantly differ among the groups (S4 Table). In contrast to CM, the ratio of TG to cholesterol was similar in VLDL classes, and was significantly lower in the LDL1 class when tofu-fed animals were compared with casein-fed animals (S5 Fig). Tofu may have increased the chance of contact between TG carriers and lipase in peripheral tissue or the activity of lipoprotein lipase. Since this was not observed in LDL2, the latter may be excluded as a possibility. The increased affinity of TG-rich lipoproteins for lipoprotein lipase was also proposed. Increased TG absorption in the intestines and its transport from lipoproteins to peripheral tissues may contribute to sufficient deposits of TG on adipose tissues. Furthermore, the levels of LDL1 and LDL2 in the tofu groups were higher and slightly lower, respectively, than those in the casein groups (S3 Fig), indicating that serum cholesterol and TG were sufficient to supply lipids to peripheral tissues. Therefore, the suppression of lipogenesis may have contributed to a decreased burden on the liver, which, in turn, slightly reduced liver weights.

Our results suggested that the intake of fish oil caused the excessive degradation of PUFAs in the liver. Some PUFAs, such as EPA and DHA, are essential for mammals because of the lack of several types of desaturases [34]; fish oil is a good source of these fatty acids. The fatty acid composition of the liver was strongly influenced by dietary fat (Fig 3 and S5 Table). Excessive PUFAs alter cell membrane fluidity [35], and ω-3 fatty acid epoxides mediate signal transduction that enhances mast cell activation and anaphylaxis; this may be cytotoxic for cells [36]. Inflammatory cells and molecules are recruited and accumulate on atherosclerotic lesions, and these lesions are enlarged during the process of dead cell clearance [37]. Thus, the excessive accumulation of PUFAs may contribute to the progression of inflammation and atherosclerosis. The saturation and desaturation of fatty acids are reversible reactions. The cytotoxicity of excessive PUFAs may be attenuated if mammals possess appropriate enzymes: i.e., desaturases; although these enzymes were named from a single direction, the reactions are reversible; ω-3 fatty acids are essential because animals do not have desaturases. Therefore, excess fatty acids need to be stepwise oxidized to acetyl-CoA. We speculated that the induction of hepatic fatty acid oxidation in rats fed fish oil indicated the degradation of toxic PUFAs. The acetyl-CoA produced may be used to resynthesize fatty acids; however, the levels of transcriptome (S7 Table) and enzymatic activity (S8 Table) did not indicate that acetyl-CoA was used in fatty acid synthesis. Fish oil increased the mRNA level of malonyl-CoA decarboxylase, catalyzing the reverse reaction of a key enzyme in fatty acid synthesis (S7 Table). Fish oil reduced almost all classes of lipoproteins (S3 Fig). Fish oil may suppress hepatic fatty acid synthesis, and acetyl-CoA was oxidized or used for other reactions. Since the selective β-oxidation of unsaturated fatty acids does not appear to be possible, *de novo* synthesized fatty acids may be at least partly degraded when fatty acid β-oxidation is stimulated. In this case, energy is dissipated for the elongation of fatty acid chains. The suppression of fatty acid synthesis may prevent wasted energy expenditure. Moreover, liver weights in the fish oil groups may have increased due to the detoxification of PUFAs.

CM may be preferentially retrieved by the liver. Some sterols, such as phytosterols and coprostanol, cannot be metabolized and may be toxic in animals. They are included in diets; while most are removed [38], some parts may remain in CM. Animals have a limited ability to degrade cholesterol and its derivatives, and, thus, they have to be secreted into the intestines [39]. The liver has multiple options for retrieved TG and cholesterol: it may degrade TG by hepatic lipase, consume cholesterol to produce bile acid, and distribute both by secreting VLDL and LACs [40].

We herein propose an alternative pathway model for lipoprotein metabolism considering the detoxification of PUFAs and steroids (Fig 8). In this model, CM is preferentially captured by the liver, degraded, and reconstructed into smaller lipoproteins. TG is transported to peripheral tissues by VLDL. However, the present model is not opposed to our previous model [15]. It is another aspect that is observed from different directions of the same phenomenon. The probability of one CM particle being metabolized in any tissue may be influenced by the affinity between the apolipoprotein included in CM and lipases in peripheral tissues. Since CM is not necessarily a homogeneous particle, affinity may vary depending on the apolipoprotein in CM.

**Fig 8:**
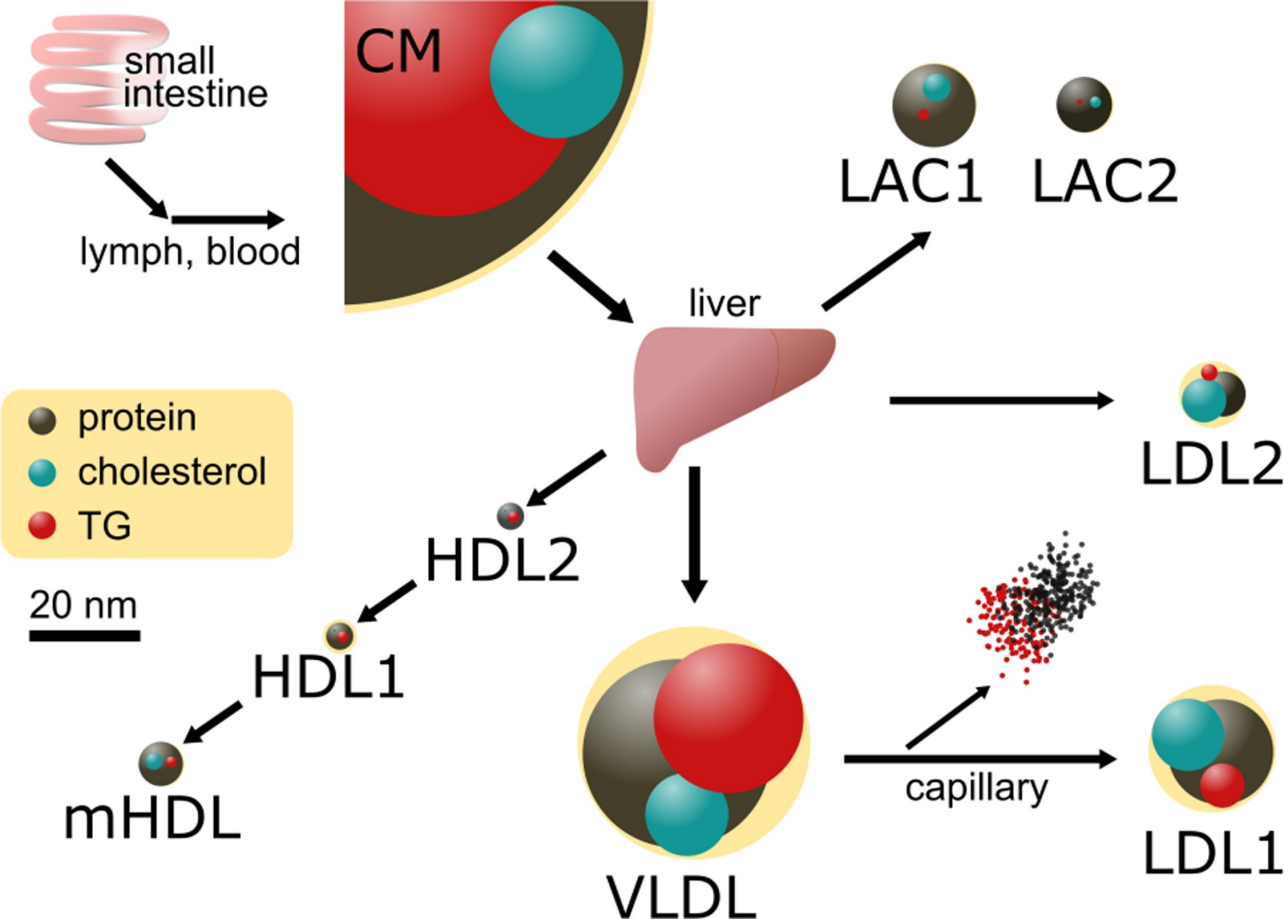
Alternative schematic flowchart of lipoprotein metabolism in rat. Relative amounts of cholesterol, TG, and proteins are indicated as spheres on a pale-yellow background that indicates the size of the lipoprotein.

Although the lipoprotein profile in serum was significantly changed by dietary protein and fat sources, it is noteworthy that body weight gain was similar among the groups (Fig 1A). Neither tofu, which exclusively suppressed LAC levels, nor fish oil, which modulated various classes of lipoprotein levels, affected the growth of animals. These dietary components efficiently halved LAC levels. These results suggest that serum lipid profiles were favorably improved without affecting healthy growth.

We assume that the levels of lipoproteins transporting TG and cholesterol to peripheral tissues are generally maintained at specific levels (Figs 3 and S3 and S4) through a similar mechanism as glucose homeostasis. However, this regulation appears to be exceptional in the TF group. Total cholesterol levels were significantly higher in the CS group than in the other groups (Fig 3A). This was mostly attributed to a marked increase in the level of LAC1 (Fig 6), while cholesterol levels were not increased in other lipoprotein classes transporting cholesterol, such as VLDL, LDL1, and LDL2 (S3 Fig). The lipoprotein profile may be assessed by the metabolic balance between the synthesis and degradation of substances. The transcriptome analysis revealed that fatty acid synthesis was significantly suppressed in the tofu groups (Tables 1 and S6), whereas this alteration was not observed in the metabolome of lipoproteins. Therefore, homeostasis may be maintained at the level of the metabolome. Alternatively, the demand for cholesterol in peripheral tissue may have been reduced in the tofu groups. In the present study, the health of rats did not appear to be impaired, possibly because the experimental period was not long enough to perturb physiological homeostasis.

According to serum lipoprotein profiles, the CS diet appears to be the most plausible combination of dietary components to induce atherosclerosis among the groups. Although sufficient cholesterol circulated in the bloodstream, why did the CS diet induce the synthesis of cholesterol in the liver? Furthermore, why was the level of LAC1 significantly higher in the CS group than in the other groups (S3 Fig)? The ratio of TG to cholesterol in the VLDL class was not affected by the diet (S4 Fig). A certain number of cholesterol molecules may be required to assemble LAC1, regardless of the demand for cholesterol in peripheral tissue. Therefore, cholesterol may be necessary as a carrier in order to maintain a constant level of TG. Since mammals are not able to fully hydrolyze cholesterol, excess cholesterol must be removed mainly through its conversion to bile acids [41]. A sufficient lipid level was maintained in the peripheral tissue of rats fed the CS diet and the voluntary uptake of lipids from the diet was not essential; therefore, the concentration of fecal bile acid was presumably not increased. Mammals have adapted to starvation throughout almost the whole process of evolution, and, thus, they may not have gained a sufficient ability to reduce excess cholesterol. Excess LDL1 and LDL2 are presumed to be recovered by the liver. However, re-incorporating cholesterol into VLDL may be difficult because the recovery and synthesis of VLDL occur in different hepatocytes; if these processes were performed within a cell, the cell has to distinguish the particles of likely protein components and sizes: particles under development and recovery. Therefore, reloading may require the intrahepatic transfer of recovered cholesterol, which requires energy and time [42]. LAC1, which contains a large amount of serum cholesterol, appears to be utilized as a convenient cholesterol pool; however, this pool may be a risk factor for cardiovascular disease.

## Supporting information

S1 Fig Curve fitting of the lipoprotein profile of each animal. (ZIP) Click here for additional data file.

S2 Fig Peak time for the normal distribution of lipoprotein classes. (ZIP) Click here for additional data file.

S3 Fig Cholesterol levels in lipoprotein classes. (ZIP) Click here for additional data file.

S4 Fig TG levels in lipoprotein classes. (ZIP) Click here for additional data file.

S5 Fig The ratio of TG to cholesterol in lipoprotein classes. (ZIP) Click here for additional data file.

S1 Table Fatty acid compositions of dietary fat sources. (DOCX) Click here for additional data file.

S2 Table Compositions of experimental diets. (DOCX) Click here for additional data file.

S3 Table A full list of differentially expressed probe sets in the liver of rats. (XLSX) Click here for additional data file.

S4 Table Growth parameters of rats. (DOCX) Click here for additional data file.

S5 Table Fatty acid compositions of hepatic TG in rats. (DOCX) Click here for additional data file.

S6 Table A list of differentially expressed probe sets involved in the PC1 cluster. (XLSX) Click here for additional data file.

S7 Table A list of differentially expressed probe sets involved in the PC2 cluster. (XLSX) Click here for additional data file.

S8 Table Activities of enzymes involved in hepatic fatty acid synthesis and oxidation. (DOCX) Click here for additional data file.

S1 Appendix Statistical tests of Figs 3, 4, 5, and 6. (ZIP) Click here for additional data file.

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S1 Fig

# S1 Figure

## Curve fitting of lipoprotein profile

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S2 Fig

# lipoproteins

Click image to enlarge. Click title for the test results.

## time

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| CM1 | CM2 | VLDL | LDL1 | LDL2 |
|  |  |  |  |  |
|  |
| LAC1 | LAC2 | mHDL | HDL1 | HDL2 |
|  |  |  |  |  |

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S2 Fig

# CM1

**ANOVA p-value**: 0.00831   
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | 0.0094878407 | -0.033965783 | 0.05294146 | 0.9309114 |
| 3-1 | -0.0004924358 | -0.043946060 | 0.04296119 | 0.9999888 |
| 4-1 | 0.0491677402 | 0.007093950 | 0.09124153 | 0.0176372 |
| 3-2 | -0.0099802766 | -0.053433900 | 0.03347335 | 0.9208131 |
| 4-2 | 0.0396798994 | -0.002393891 | 0.08175369 | 0.0696017 |
| 4-3 | 0.0496601760 | 0.007586386 | 0.09173397 | 0.0163594 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S2 Fig

# CM2

**ANOVA p-value**: 0.8197   
  

back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S2 Fig

# HDL1

**ANOVA p-value**:0.7134
  
  

back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S2 Fig

# HDL2

**ANOVA p-value**:0.3711
  
  

back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S2 Fig

# LAC1

**ANOVA p-value**:0.09178   
  

back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S2 Fig

# LAC2

**ANOVA p-value**:0.003055   
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | -0.0181208737 | -0.04895062 | 0.012708868 | 0.3877928 |
| 3-1 | -0.0322814382 | -0.06311118 | -0.001451697 | 0.0376990 |
| 4-1 | -0.0332076676 | -0.06305844 | -0.003356899 | 0.0251809 |
| 3-2 | -0.0141605645 | -0.04499031 | 0.016669177 | 0.5937995 |
| 4-2 | -0.0150867940 | -0.04493756 | 0.014763975 | 0.5168870 |
| 4-3 | -0.0009262295 | -0.03077700 | 0.028924539 | 0.9997708 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S2 Fig

# LDL1

**ANOVA p-value**:0.00004652   
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | -0.053503356 | -0.14445871 | 0.03745200 | 0.3871108 |
| 3-1 | -0.155510723 | -0.24646608 | -0.06455537 | 0.0004409 |
| 4-1 | -0.163317844 | -0.25138499 | -0.07525070 | 0.0001595 |
| 3-2 | -0.102007367 | -0.19296272 | -0.01105201 | 0.0237890 |
| 4-2 | -0.109814488 | -0.19788163 | -0.02174734 | 0.0106002 |
| 4-3 | -0.007807121 | -0.09587427 | 0.08026002 | 0.9947697 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S2 Fig

# LDL2

**ANOVA p-value**:0.02158   
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | 0.01505972 | -0.031861085 | 0.06198052 | 0.8136878 |
| 3-1 | 0.05559229 | 0.008671488 | 0.10251309 | 0.0158918 |
| 4-1 | 0.03176666 | -0.013664206 | 0.07719754 | 0.2441331 |
| 3-2 | 0.04053257 | -0.006388228 | 0.08745337 | 0.1079817 |
| 4-2 | 0.01670695 | -0.028723922 | 0.06213782 | 0.7442523 |
| 4-3 | -0.02382562 | -0.069256495 | 0.02160525 | 0.4858201 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S2 Fig

# mHDL

**ANOVA p-value**:0.5994   
  

back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S2 Fig

# VLDL

**ANOVA p-value**: 0.00006365   
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | 0.16737864 | -0.03891216 | 0.3736694 | 0.1422006 |
| 3-1 | 0.26206037 | 0.05576957 | 0.4683512 | 0.0090822 |
| 4-1 | 0.41611112 | 0.21637091 | 0.6158513 | 0.0000322 |
| 3-2 | 0.09468173 | -0.11160907 | 0.3009725 | 0.5943760 |
| 4-2 | 0.24873248 | 0.04899228 | 0.4484727 | 0.0107167 |
| 4-3 | 0.15405075 | -0.04568946 | 0.3537910 | 0.1738935 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S3 Fig

# CM2

**ANOVA p-value**:0.00393
  
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | -0.57117176 | -1.3429124 | 0.2005689 | 0.2020985 |
| 3-1 | -0.59742038 | -1.3691610 | 0.1743203 | 0.1714604 |
| 4-1 | -1.12686076 | -1.8740954 | -0.3796261 | 0.0018046 |
| 3-2 | -0.02624863 | -0.7979893 | 0.7454920 | 0.9996983 |
| 4-2 | -0.55568900 | -1.3029237 | 0.1915457 | 0.1987173 |
| 4-3 | -0.52944037 | -1.2766751 | 0.2177943 | 0.2340583 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S3 Fig

# HDL1

**ANOVA p-value**:0.02691
  
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | -0.23337454 | -0.6535635 | 0.18681443 | 0.4367010 |
| 3-1 | -0.48198177 | -0.9021707 | -0.06179280 | 0.0202389 |
| 4-1 | -0.57775514 | -0.9846014 | -0.17090891 | 0.0033082 |
| 3-2 | -0.24860723 | -0.6687962 | 0.17158174 | 0.3821175 |
| 4-2 | -0.34438060 | -0.7512268 | 0.06246563 | 0.1184649 |
| 4-3 | -0.09577337 | -0.5026196 | 0.31107286 | 0.9154224 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S3 Fig

# HDL2

**ANOVA p-value**:0.3103
  
  

back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S3 Fig

# LAC1

**ANOVA p-value**:0.0000001482   
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | -35.742757 | -54.72134 | -16.764172 | 0.0001302 |
| 3-1 | -44.226924 | -63.20551 | -25.248339 | 0.0000059 |
| 4-1 | -52.382518 | -70.75845 | -34.006582 | 0.0000002 |
| 3-2 | -8.484167 | -27.46275 | 10.494418 | 0.6144359 |
| 4-2 | -16.639761 | -35.01570 | 1.736175 | 0.0860026 |
| 4-3 | -8.155594 | -26.53153 | 10.220342 | 0.6198441 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S3 Fig

# LAC2

**ANOVA p-value**:0.02531
  
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | -0.007864993 | -1.5798153 | 1.5640853 | 0.9999990 |
| 3-1 | 1.042209780 | -0.5297405 | 2.6141601 | 0.2862443 |
| 4-1 | -0.768535015 | -2.2905693 | 0.7534993 | 0.5176576 |
| 3-2 | 1.050074773 | -0.5218755 | 2.6220251 | 0.2801568 |
| 4-2 | -0.760670022 | -2.2827043 | 0.7613643 | 0.5261875 |
| 4-3 | -1.810744795 | -3.3327791 | -0.2887105 | 0.0153994 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S3 Fig

# LDL1

**ANOVA p-value**:0.004074   
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | -6.4793488 | -14.801531 | 1.842834 | 0.1677399 |
| 3-1 | 5.5887679 | -2.733414 | 13.910950 | 0.2758983 |
| 4-1 | -0.6778477 | -8.735766 | 7.380071 | 0.9955198 |
| 3-2 | 12.0681167 | 3.745934 | 20.390299 | 0.0026921 |
| 4-2 | 5.8015010 | -2.256417 | 13.859419 | 0.2220788 |
| 4-3 | -6.2666157 | -14.324534 | 1.791303 | 0.1684609 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S3 Fig

# LDL2

**ANOVA p-value**:0.0007101
  
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | -1.409207 | -12.11166 | 9.293244 | 0.9833642 |
| 3-1 | -4.193428 | -14.89588 | 6.509023 | 0.7059504 |
| 4-1 | -16.382163 | -26.74477 | -6.019559 | 0.0010872 |
| 3-2 | -2.784221 | -13.48667 | 7.918230 | 0.8899688 |
| 4-2 | -14.972956 | -25.33556 | -4.610352 | 0.0027903 |
| 4-3 | -12.188735 | -22.55134 | -1.826131 | 0.0167955 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S3 Fig

# mHDL

**ANOVA p-value**:0.05558
  
  

back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S3 Fig

# VLDL

**ANOVA p-value**: 0.03194
  
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | -1.720618 | -6.136175 | 2.6949399 | 0.7094212 |
| 3-1 | 1.324756 | -3.090802 | 5.7403133 | 0.8419807 |
| 4-1 | -3.363405 | -7.638750 | 0.9119403 | 0.1610929 |
| 3-2 | 3.045373 | -1.370184 | 7.4609311 | 0.2547782 |
| 4-2 | -1.642787 | -5.918133 | 2.6325580 | 0.7181449 |
| 4-3 | -4.688161 | -8.963506 | -0.4128154 | 0.0278096 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S3 Fig

# lipoproteins

Click image to enlarge. Click title for the test results.

## Cholesterol

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| CM1 | CM2 | VLDL | LDL1 | LDL2 |
|  |  |  |  |  |
|  |
| LAC1 | LAC2 | mHDL | HDL1 | HDL2 |
|  |  |  |  |  |

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S4 Fig

# lipoproteins

Click image to enlarge. Click title for the test results.

## TG

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| CM1 | CM2 | VLDL | LDL1 | LDL2 |
|  |  |  |  |  |
|  |
| LAC1 | LAC2 | mHDL | HDL1 | HDL2 |
|  |  |  |  |  |

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S4 Fig

# CM1

**ANOVA p-value**: 0.06307
  
  

back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S4 Fig

# CM2

**ANOVA p-value**: 0.05117   
  

back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S4 Fig

# HDL1

**ANOVA p-value**:0.2006
  
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S4 Fig

# HDL2

**ANOVA p-value**:0.2548
  
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S4 Fig

# LAC1

**ANOVA p-value**:0.0000233   
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | -0.6115226 | -1.1040310 | -0.11901417 | 0.0109756 |
| 3-1 | -0.6443618 | -1.1368702 | -0.15185338 | 0.0070524 |
| 4-1 | -0.9904333 | -1.4673025 | -0.51356405 | 0.0000337 |
| 3-2 | -0.0328392 | -0.5253476 | 0.45966922 | 0.9977504 |
| 4-2 | -0.3789107 | -0.8557799 | 0.09795855 | 0.1548524 |
| 4-3 | -0.3460715 | -0.8229407 | 0.13079775 | 0.2162397 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S4 Fig

# LAC2

**ANOVA p-value**:0.0919
  
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S4 Fig

# LDL1

**ANOVA p-value**:0.3069
  
  

back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S4 Fig

# LDL2

**ANOVA p-value**:0.05307
  
  
 
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S4 Fig

# mHDL

**ANOVA p-value**:0.06019
  
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S4 Fig

# VLDL

**ANOVA p-value**: 0.05124
  
  
 
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S5 Fig

# lipoproteins

Click image to enlarge. Click title for the test results.

## TG/Cholesterol

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| CM1 | CM2 | VLDL | LDL1 | LDL2 |
|  |  |  |  |  |
|  |
| LAC1 | LAC2 | mHDL | HDL1 | HDL2 |
|  |  |  |  |  |

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S5 Fig

# CM1

**ANOVA p-value**: 0.03534
  
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | 0.03818860 | -0.114764460 | 0.1911417 | 0.9011659 |
| 3-1 | 0.15453676 | 0.001583706 | 0.3074898 | 0.0470198 |
| 4-1 | 0.11965473 | -0.028441431 | 0.2677509 | 0.1447069 |
| 3-2 | 0.11634817 | -0.036604890 | 0.2693012 | 0.1831086 |
| 4-2 | 0.08146613 | -0.066630026 | 0.2295623 | 0.4449835 |
| 4-3 | -0.03488203 | -0.182978192 | 0.1132141 | 0.9152959 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S5 Fig

# CM2

**ANOVA p-value**: 0.1533
  
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S5 Fig

# HDL1

**ANOVA p-value**:0.2635
  
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S5 Fig

# HDL2

**ANOVA p-value**:0.74
  
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S5 Fig

# LAC1

**ANOVA p-value**:0.3554
  
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S5 Fig

# LAC2

**ANOVA p-value**:0.05948
  
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S5 Fig

# LDL1

**ANOVA p-value**:0.04732
  
  
Tukey multiple comparisons of means   
95% family-wise confidence level

| combinations | diff | lwr | upr | p adj |
| --- | --- | --- | --- | --- |
| 2-1 | 0.01815434 | -0.1664471 | 0.20275578 | 0.9929001 |
| 3-1 | -0.13780869 | -0.3224101 | 0.04679274 | 0.1960265 |
| 4-1 | -0.12152954 | -0.3002691 | 0.05721003 | 0.2660062 |
| 3-2 | -0.15596303 | -0.3405645 | 0.02863840 | 0.1194710 |
| 4-2 | -0.13968388 | -0.3184234 | 0.03905569 | 0.1653210 |
| 4-3 | 0.01627916 | -0.1624604 | 0.19501872 | 0.9943359 |

**Groups** 1: CS, 2: CF, 3: TS, 4: TF   
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S5 Fig

# LDL2

**ANOVA p-value**:0.5532
  
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S5 Fig

# mHDL

**ANOVA p-value**:0.4355
  
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S5 Fig

# VLDL

**ANOVA p-value**: 0.09781
  
  
back to the summary page

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S1 Table

| Fatty acids (weight %) | Soy oil | Fish oil |
| --- | --- | --- |
| C14:0 | 0.1 | 2.2 |
| C16:0 | 10.4 | 13.1 |
| C16:1 (*n*-7) | 0.3 | 6.9 |
| C18:0 | 3.9 | 3.0 |
| C18:1 (*n*-9) | 24.5 | 21.5 |
| C18:2 (*n*-6) | 52.1 | 2.1 |
| C18:3 (*n*-3) | 5.8 | 0.7 |
| C20:4 (*n*-6) | - | 3.0 |
| C20:5 (*n*-3) | - | 10.0 |
| C22:4 (*n*-6) | - | 0.7 |
| C22:5 (*n*-6) | - | 1.7 |
| C22:5 (*n*-3) | - | 2.6 |
| C22:6 (*n*-3) | - | 32.6 |
| *n*-3/*n*-6 ratio | 0.11 | 6.12 |

**S1 Table.** **Fatty acid compositions of dietary fat sources**

-, undetectable.

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S2 Table

| Ingredients (g/kg diet) | CS | CF | TS | TF |
| --- | --- | --- | --- | --- |
| Casein | 225 | 225 | 60.9 | 60.9 |
| Freeze-dried tofu | 0 | 0 | 290.7 | 290.7 |
| Corn starch | 150 | 150 | 150 | 150 |
| Cellulose | 20 | 20 | 20 | 20 |
| Soybean oil | 150 | 100 | 50 | 0 |
| Fish oil | 0 | 50 | 0 | 50 |
| Mineral mix (AIN-93G)* | 35 | 35 | 35 | 35 |
| Vitamin mix (AIN-93)* | 10 | 10 | 10 | 10 |
| *L*-cystine | 3 | 3 | 3 | 3 |
| Chorine bitartrate | 2.5 | 2.5 | 2.5 | 2.5 |
| Sucrose | 404.5 | 404.5 | 377.9 | 377.9 |
| Total energy (kJ/kg diet) | 18099 | 18099 | 17594 | 17594 |

**S2 Table. Compositions of experimental diets.** CS, casein and soy oil diet; CF, casein and fish oil diet; TS, tofu and soy oil diet; TF, tofu and fish oil diet.

* composition recommended by the American Institute of Nutrition (1993).

Reference: Reeves PG, Nielsen FH, Fahey GC Jr. AIN-93 purified diets for laboratory rodents: final report of the American Institute of Nutrition ad hoc writing committee on the reformulation of the AIN-76A rodent diet. J Nutr. 1993;123(11):1939-51. doi: 10.1093/jn/123.11.1939. PMID: 8229312.

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S4 Table

|  | CS | CF | TS | TF |
| --- | --- | --- | --- | --- |
| Food consumption (g/day) | 19.0 ± 1.1 | 20.4 ± 1.6 | 19.4 ± 1.7 | 18.8 ± 2.0 |
| Energy intake (kJ/day) | 344 ± 19 | 370 ± 29 | 342 ± 30 | 331 ± 35 |
| Final body weight (g) | 330 ± 18 | 349 ± 13 | 335 ± 25 | 322 ± 22 |

**S4 Table. Growth parameters of rats.** CS, casein and soy oil diet; CF, casein and fish oil diet; TS, tofu and soy oil diet; TF, tofu and fish oil diet. Data are shown as means ± SD, *n* =7-8 per group.

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S5 Table

| Fatty acids (%) | CS | CF | TS | TF |
| --- | --- | --- | --- | --- |
| C14:0 | 0.782 ± 0.131 | 0.679 ± 0.111 | 0.512 ± 0.110 | 0.571 ± 0.117 |
| C16:0 | 27.5 ± 1.4 | 24.4 ± 3.9 | 23.4 ± 1.9 | 22.0 ± 2.0 |
| C16:1 (*ω*-7) | 2.76 ± 0.50 | 2.54 ± 0.56 | 0.934 ± 0.258 | 1.57 ± 0.24 |
| C18:0 | 2.34 ± 0.21 | 2.50 ± 0.17 | 2.11 ± 0.14 | 2.51 ± 0.46 |
| C18:1 (*ω*-9) | 28.1 ± 1.7 | 23.2 ± 2.5 | 19.1 ± 1.0 | 17.4 ± 0.8 |
| C18:2 (*ω*-6) | 31.8 ± 2.0 | 25.0 ± 1.8 | 42.0 ± 3.2 | 30.3 ± 1.6 |
| C18:3 (*ω*-6) | 0.328 ± 0.058 | 0.160 ± 0.022 | 0.251 ± 0.038 | 0.137 ± 0.020 |
| C18:3 (*ω*-3) | 1.48 ± 0.16 | 1.69 ± 0.23 | 2.85 ± 0.56 | 2.45 ± 0.25 |
| C20:3 (*ω*-6) | 0.188 ± 0.048 | 0.295 ± 0.054 | 0.376 ± 0.049 | 0.082 ± 0.008 |
| C20:4 (*ω*-6) | 0.801 ± 0.280 | 0.788 ± 0.099 | 0.984 ± 0.125 | 0.755 ± 0.068 |
| C20:5 (*ω*-3) | 0.088 ± 0.028 | 1.90 ± 0.72 | 0.237 ± 0.206 | 1.85 ± 0.51 |
| C22:5 (*ω*-6) | 0.362 ± 0.375 | 0.424 ± 0.221 | 0.792 ± 1.332 | 0.708 ± 0.269 |
| C22:5 (*ω*-3) | 0.215 ± 0.093 | 2.44 ± 0.63 | 0.773 ± 0.536 | 3.10 ± 0.84 |
| C22:6 (*ω*-3) | 0.354 ± 0.138 | 11.0 ± 3.9 | 1.48 ± 1.21 | 13.7 ± 2.3 |

**S5 Table. Fatty acid compositions of hepatic TG in rats.**

CS, casein and soy oil diet; CF, casein and fish oil diet; TS, tofu and soy oil diet; TF, tofu and fish oil diet. Data are shown as means ± SD, n = 7-8 per group.

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S8 Table

|  | CS | CF | TS | TF |
| --- | --- | --- | --- | --- |
| Fatty acid synthesis (nmol/min per mg protein) | | | | |
| Fatty acid synthase | 13.5 ± 4.9^b^ | 4.77 ± 3.54^a^ | 1.80 ± 1.53^a^ | 0.741 ± 1.296^a^ |
| ATP-citrate lyase | 49.9 ± 10.3^c^ | 31.2 ± 10.0^b^ | 19.0 ± 6.4^a^ | 9.29 ± 2.4^a^ |
| Glucose 6-phospate dehydrogenase | 50.9 ±11.3^c^ | 27.7 ± 5.8^b^ | 14.8 ± 3.9^a^ | 7.99 ± 2.0^a^ |
| 6-phosphogluconate dehydrogenase | 70.9 ± 13.2^b^ | 58.9 ± 8.2^b^ | 41.6 ± 6.9^a^ | 32.9 ± 3.7^a^ |
| Malic enzyme | 51.6 ± 12.6^b^ | 64.0 ± 16.4^b^ | 18.8 ± 4.2^a^ | 24.8 ± 6.1^a^ |
| Pyruvate kinase | 289 ± 51^c^ | 171 ± 63^b^ | 163 ± 39^a^ | 67.2 ± 59.6^a^ |
| Fatty acid oxidation (nmol/min per mg protein) | | | | |
| Peroxisomal fatty oxidation | 1.92 ± 0.39^a^ | 3.59 ± 0.40^b^ | 1.56 ± 0.36^a^ | 3.26 ± 0.38^b^ |
| Acyl-CoA oxidase | 1.58 ± 0.17^a^ | 3.32 ± 0.35^b^ | 1.55 ± 0.37^a^ | 3.91 ± 0.45^c^ |
| Carnitine palmitoyltransferase | 4.01 ± 0.55^a^ | 7.02 ± 1.04^b^ | 3.65 ± 0.59^a^ | 6.26 ± 0.84^b^ |
| Enoly-CoA hydratase | 5864 ± 567^a^ | 6387 ± 11.6^b^ | 6086 ± 1035^a^ | 6648 ± 723^b^ |
| 3-Hydroxyacyl-CoA dehydrogenase  (Reverse reaction) | 50.0 ± 8.7^a^ | 68.6 ± 11.6^a^ | 100 ± 32.6^b^ | 97.6 ± 13.7^b^ |
| 3-Hydroxyacyl-CoA dehydrogenase  (Forward reaction) | 7.56 ± 1.07^a^ | 5.93 ± 1.78^a^ | 19.6 ± 9.17^b^ | 9.65 ± 2.77^a^ |
| 3-Ketoacyl-CoA thiolase | 189 ± 26^a^ | 279 ± 39^b^ | 177 ± 37^a^ | 262 ± 38^b^ |
| 2,4-Dienoyl-CoA reductase | 2.20 ± 0.35^a^ | 2.93 ± 0.48^ab^ | 2.51 ± 0.47^a^ | 3.44 ± 0.66^b^ |

**S8 Table. Activities of enzymes involved in hepatic fatty acid synthesis and oxidation.**

CS, casein and soy oil diet; CF, casein and fish oil diet; TS, tofu and soy oil diet; TF, tofu and fish oil diet. Data are shown as means ± SD, n = 7-8 per group. ^abc^Means without a common letter significantly differ, *p* < 0.05.

# Supplementary material for: Tofu and fish oil independently modulate serum lipid profiles in rats: Analyses of 10 class lipoprotein profiles and the global hepatic transcriptome
**Source:** PLoS One. 2019 Jan 17;14(1):e0210950. doi: 10.1371/journal.pone.0210950
**Supplement:** S1 Appendix

p

# Statistical tests

## Fig. 3

### Total Cholesterol

**ANOVA p-value**: 1.961e-06   
  
Tukey-Kramer multiple comparisons of means  
95% family-wise confidence level

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  | difference | lower | upper | p-value |
| CF-CS | -21.061429 | -34.47646 | -7.6463954 | 0.0011731 |
| TS-CS | -19.040000 | -32.45503 | -5.6249668 | 0.0033259 |
| TF-CS | -34.571071 | -47.56012 | -21.5820214 | 0.0000007 |
| TS-CF | 2.021429 | -11.39360 | 15.4364618 | 0.9754810 |
| TF-CF | -13.509643 | -26.49869 | -0.5205928 | 0.0393354 |
| TF-TS | -15.531071 | -28.52012 | -2.5420214 | 0.0148116 |

 

### Total TG

**ANOVA p-value**: 0.04076   
  
Tukey-Kramer multiple comparisons of means  
95% family-wise confidence level

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  | difference | lower | upper | p-value |
| CF-CS | -13.584286 | -48.58317 | 21.4145959 | 0.7118989 |
| TS-CS | -4.578571 | -39.57745 | 30.4203102 | 0.9836732 |
| TF-CS | -34.727679 | -68.61520 | -0.8401572 | 0.0431318 |
| TS-CF | 9.005714 | -25.99317 | 44.0045959 | 0.8930588 |
| TF-CF | -21.143393 | -55.03091 | 12.7441285 | 0.3367112 |
| TF-TS | -30.149107 | -64.03663 | 3.7384142 | 0.0938572 |

 

## Fig. 4

### Time VLDL

**ANOVA p-value**: 6.365e-05   
  
Tukey-Kramer multiple comparisons of means  
95% family-wise confidence level

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  | difference | lower | upper | p-value |
| CF-CS | 0.16737864 | -0.03891216 | 0.3736694 | 0.1422006 |
| TS-CS | 0.26206037 | 0.05576957 | 0.4683512 | 0.0090822 |
| TF-CS | 0.41611112 | 0.21637091 | 0.6158513 | 0.0000322 |
| TS-CF | 0.09468173 | -0.11160907 | 0.3009725 | 0.594376 |
| TF-CF | 0.24873248 | 0.04899228 | 0.4484727 | 0.0107167 |
| TF-TS | 0.15405075 | -0.04568946 | 0.353791 | 0.1738935 |

 

### Time LDL1

**ANOVA p-value**: 4.55e-05   
  
Tukey-Kramer multiple comparisons of means  
95% family-wise confidence level

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  | difference | lower | upper | p-value |
| CF-CS | -0.053503356 | -0.14445871 | 0.037452 | 0.3871108 |
| TS-CS | -0.155510723 | -0.24646608 | -0.06455537 | 0.0004409 |
| TF-CS | -0.163317844 | -0.25138499 | -0.0752507 | 0.0001595 |
| TS-CF | -0.102007367 | -0.19296272 | -0.01105201 | 0.023789 |
| TF-CF | -0.109814488 | -0.19788163 | -0.02174734 | 0.0106002 |
| TF-TS | -0.007807121 | -0.09587427 | 0.08026002 | 0.9947697 |

 

### Time LDL2

**ANOVA p-value**: 0.02022   
  
Tukey-Kramer multiple comparisons of means  
95% family-wise confidence level

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  | difference | lower | upper | p-value |
| CF-CS | 0.01505972 | -0.031861085 | 0.06198052 | 0.8136878 |
| TS-CS | 0.05559229 | 0.008671488 | 0.10251309 | 0.0158918 |
| TF-CS | 0.03176666 | -0.013664206 | 0.07719754 | 0.2441331 |
| TS-CF | 0.04053257 | -0.006388228 | 0.08745337 | 0.1079817 |
| TF-CF | 0.01670695 | -0.028723922 | 0.06213782 | 0.7442523 |
| TF-TS | -0.02382562 | -0.069256495 | 0.02160525 | 0.4858201 |

 

## Fig. 5

### TG log(CM1/CM2)

**ANOVA p-value**: 0.00492   
  
Tukey-Kramer multiple comparisons of means  
95% family-wise confidence level

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  | difference | lower | upper | p-value |
| CF-CS | 0.00694022 | -0.09277053 | 0.106650973 | 0.9974442 |
| TS-CS | 0.12810266 | 0.0283919 | 0.227813409 | 0.0082542 |
| TF-CS | 0.02241746 | -0.07412706 | 0.118961982 | 0.9184635 |
| TS-CF | 0.12116244 | 0.02145168 | 0.220873189 | 0.0130549 |
| TF-CF | 0.01547724 | -0.08106728 | 0.112021762 | 0.9707476 |
| TF-TS | -0.1056852 | -0.20222972 | -0.009140674 | 0.0281366 |

 

## Fig. 6

### Cholesterol LAC1

**ANOVA p-value**: 2.214e-07   
  
Tukey-Kramer multiple comparisons of means  
95% family-wise confidence level

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  | difference | lower | upper | p-value |
| CF-CS | -35.742757 | -54.72134 | -16.764172 | 0.0001302 |
| TS-CS | -44.226924 | -63.20551 | -25.248339 | 0.0000059 |
| TF-CS | -52.382518 | -70.75845 | -34.006582 | 0.0000002 |
| TS-CF | -8.484167 | -27.46275 | 10.494418 | 0.6144359 |
| TF-CF | -16.639761 | -35.0157 | 1.736175 | 0.0860026 |
| TF-TS | -8.155594 | -26.53153 | 10.220342 | 0.6198441 |

 

## Histogram of the p-values

Distribution of the p-values showed that the
prior probabilities to the null hypotheses should be quite low. The p-values
were obtained by the one-way ANOVA; the null hypothesis *H*0 was that the groups’
population means were identical. According to the Bayes’ theorem,
the probability of false positive errors can be described as ,
where  is the p-value and  is the prior probabilities to the null
hypotheses. If  is high, the p-value will take random
values hence distribution of the p-value will become uniform, while if  is low, the distribution will be heavily
skewed, such as seen in this case. When  is low enough, the  will also become low. In such cases, the
problems provoked by the multiplicity of
tests, such as pointed in the family-wise error
rate, will not occur, because the problems are estimated on an assumption that
the false positive errors will occur as the same level of the p-values.

How the deposited data were processed for this re-analysis (not part of the article)

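Liver mRNA was measured in 20 male Sprague-Dawley rats, 5 in each of the CS, CF, TS and TF groups, on Affymetrix Rat Genome GeneChip arrays with 1 array per rat and no pooling. By the paper's methods the rats were fed for 21 days, and those with the highest and lowest food consumption of each group were left out of the array analysis. The authors normalized the signals with the SuperNORM service, which standardizes each array to its own lognormal distribution of signals. The values are z scores on a log scale, 1 per probe set and rat, in which a difference of 0.2 corresponds to a 1.41-fold difference by the paper's methods. The software version, the treatment of background and the summary of Perfect Match cells within a probe set are not named in the paper's text. Of the 870 entries of S3 Table at hand 869 were tested here and 1 is a control probe set. For these 869 the largest difference between the expression columns and the deposited values was 5.0e-06.

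The table holds 31099 probe sets and 63 missing values. The 57 control probe sets were left out, and of the remaining 31042 those with at least 3 values in each group were tested, 31039 in all. Gene symbols come from the annotation of the array, updated to the current rat gene symbols by gene identifier (20764 updated, 68 not). A single symbol was available for 20825 tested probe sets, several for 436 and none for 9778, and only those with 1 symbol are named. Of the probe sets in the parts of S6 and S7 Tables at hand, 2 have no symbol here and 2 have several, and these were not used as named genes. A gene is its probe set with the highest mean over all 20 arrays, which gave 14217 genes.

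A linear model of the 4 group means without covariates was fitted to all probe sets with limma 3.58.1 in R 4.3.3, with moderation of the variance across probe sets. The comparisons were the protein effect, the oil effect, their interaction, and TS, CF and TF against CS, TF against CF and TF against TS. An adjusted p is a Benjamini-Hochberg adjusted p over all probe sets tested, with a threshold of 0.05. The selection for the principal component analysis took an unadjusted p under 0.01 of the moderated F test and a difference from CS above 0.2 in at least 1 group. The analysis itself used the centred 4 group means over the selected probe sets, with gene scores divided by the square root of 4 and thresholds of 0.1 on PC1 and 0.05 on PC2. The F test stands in for the authors' ANOVA over Perfect Match cells, which needs the signals of single cells, not used here.

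Each of 37 gene lists with 476 measured members was compared with all other genes by camera with a preset correlation of 0.01, with adjustment over the lists within each comparison. The same lists were tested with a correlation estimated from the data, and with fry, which does not compare a list with other genes. The lists for the paper's claims hold genes of S6 and S7 Tables, which the study chose on these arrays. The genes named in the text are those the paper names or lists in the parts of S6 and S7 Tables at hand, whose values there had been seen, the 10 largest rises and falls per main effect, the 5 largest rises and falls of the interaction, and up to 4 members of each list with the largest differences. The rises and falls were taken among genes with an adjusted p under 0.05, the same sign in both backgrounds, and all 10 rats of 1 side beyond the mean of the other. Tests of a sample far from its group used the array checks, the array scores, the means of the lists for the paper's claims and the named genes of the paper and of the largest rises and falls, a choice made after the main results were seen.

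The alternatives were quantile normalization, scaling of each array to the same median and interquartile range, bright probe sets only, the rat number as a block, a model without moderation, a variance trend with robust estimation, array weights, other thresholds, fits of only 2 groups, other matrices for the principal components, the mean of all probe sets of a gene, and leaving out each rat in turn. A block for the 4 rats with a low 5' beta-actin value, their removal, and the removal of the 3 arrays least correlated with the others were added after seeing the data. The workflow was tested on simulated data with 31013 probe sets. Simulated protein effects of 0.2, 0.4 and 0.8 in z were recovered in 29.4%, 84.8% and 97.0% of probe sets with 6 false calls, and oil effects in 39.4%, 76.5% and 100% with 3 false calls. A shifted gene list was recovered (camera adjusted p = 4.2e-26), with 0 of 36 unshifted lists called. This does not show how often camera calls unshifted lists whose genes correlate as strongly as in the livers. There the estimated correlation was 0.335 for mitochondrial β-oxidation and 0.502 for cell cycle, against the preset 0.01. The keyword frequencies of Tables 1 and 2 were not repeated, since the keywords and the full gene lists are not at hand, and serum lipids, lipoproteins and enzyme activities were not analysed here.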

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

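Which measures were examined for a rat far from its group, the tests of GAPDH and of the 16 rats without a low 5' actin value, the fits of 16 and 17 arrays, and the test of list membership among the genes raised by fish oil were tests chosen only after the result was seen. For the axes made without labels, the bound of 5 misplaced arrays was written before, and the added condition that it also hold without each rat was set after the value of 5 was seen.

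The 20 rats lay apart by diet group on PC1 and PC2, and each lay nearest to the mean of its own group. With the labels permuted and the selection repeated, this was also so in 73 of 100 label sets, so that the way the axes are built is consistent with the separation. On the first 3 axes over all probe sets, made without labels, the best division misplaced 3 rats for the protein source (1 to 5 without each rat in turn, 29 of 1000 permuted label sets as low) and 5 for the oil (4 to 7, 415 of 1000). Whether protein source or oil is among the main differences between these livers cannot be told apart from other differences between rats, since both counts vary across their bounds when 1 rat is left out. The called probe sets do not depend on these axes.

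In 1 rat of each group (CS-1, CF-1, TS-1 and TF-3) the 3' minus 5' difference of beta-actin stood apart from the other 4 rats, with gaps of 0.840, 0.835, 0.912 and 0.852 of the range of the group, as did that of GAPDH in rat TF-3 (0.787). The GAPDH difference was 0.070 in these rats and 0.011 in the others (SD of the others 0.017, exact one-sided permutation p = 0.000206 over 4845 divisions), which is consistent with shorter cDNA in these 4 samples, and 617 probe sets differed between them and the others, 154 higher and 463 lower. In the 16 other rats, 233 of 233 calls for protein or oil (100%) kept their sign and at least 81.1% of their size (median 102%). If the 4 rats were the only source of these 233 calls, the differences would shrink without them, so these sizes argue against that. Whether the 4 rats add to some calls is not decided, since calls are chosen for a small spread. Leaving out any 1 rat per group gave medians of 94.7% to 105% (625 ways). The 16 rats alone called 64 of the 173 probe sets for protein and 43 of the 60 for the oil, and for the 126 other calls the median standard error was 0.0468 there, against 0.0407 in all 20. Which step of preparation these rats share is not given in the labels, and no biological explanation was tested.

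Of 60 probe sets called for the oil, 55 rose on fish oil. A shift of whole arrays left by the normalization is argued against, since 88.9% of the calls were rises after quantile normalization. Among 42 named genes that rose, 22 (52.4%) belong to the 64 measured members of the lists of β-oxidation, peroxisomal oxidation, thioesterases and PPARα targets, which make up 0.450% of the genes measured. This is consistent with a common rise of fatty acid oxidation genes and other PPARα targets as a hypothesis, found and tested on the same data, and 3 of these lists hold genes the study chose on these arrays. The rise of the other 20 genes stays open.

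A rat stood far from the other 4 of its group in 22 of 296 groups tested, where chance gives 14.8; the value is the gap to the nearest rat divided by the range of the group. Besides the control probe sets above, this was the mean correlation with other arrays in rat TS-7 (0.844), the lowest of TS, while rats TF-4 and TF-5 were lower still. These 3 least correlated arrays (0.943, 0.939 and 0.939) are all of rats on tofu, the mean correlation was 0.949 on tofu and 0.953 on casein (permutation p = 0.116, adjusted p = 0.687), and whether this comes from the diet or from the preparation of the samples was not tested. It was also A2m in TF-7 (0.778), Acadl in TF-3 (0.783), Acadvl in CS-2 (0.739), Acot2 in CS-2 (0.777) and TS-2 (0.734), Acox2 in CF-1 (0.813) and TS-4 (0.718), Cyp4a1 in CS-6 (0.796), Fads2 in TF-4 (0.725), Fasn in CS-6 (0.896), Hdc in TS-1 (0.763), Me1 in CF-1 (0.714) and TF-4 (0.931), Mgp in CF-5 (0.790), Nim1k in CS-1 (0.875) and Vnn1 in CS-1 (0.919). For Fasn the rat CS-6 read a z of 2.01, against 2.53 to 2.59 in the other CS rats.

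The cell cycle list differed between backgrounds in the effect of the oil (interaction, mean difference of 0.15, camera adjusted p = 0.000447, adjusted p = 0.966 with an estimated correlation, and 0.0619 without rat CS-1). Its call also ended with 16 arrays (0.312) and 17 arrays (0.209), in a range over 12 other settings of 7.5e-05 to 0.966. The mean difference of the list was smaller in these fits, at 0.091 without rat CS-1, 0.080 with 16 arrays and 0.071 with 17. Of its 15 members 14 had an interaction above 0, among them Top2a and Mki67, genes of dividing cells, with 0.15 and 0.048.

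Genes outside those the paper discusses were called for the protein source or for the oil. On tofu rose A2m (0.43 in z, an anti-protease), Abcg8 (0.45, a sterol exporter), Alox15 (0.44, a lipoxygenase), Cd14 (0.59), Cxcl13 (0.59), Cyp1a2 (0.43, a cytochrome P450 of xenobiotics), Fmo1 (0.73), LOC102554026 (0.44), Nat8 (0.51, an acetyltransferase) and Pcp4l1 (0.50). On tofu fell Ddhd1 (-0.46, a phospholipase), Fgf21 (-0.50, a hormone of fasting), Hamp (-1.48), Me1 (-0.51, whose enzyme activity the paper reports) and Pdk4 (-0.55, a kinase that inhibits pyruvate dehydrogenase). On fish oil rose Aig1 (0.58), Aldh1a1 (0.56, a retinal dehydrogenase), Cyp4a1 (0.53, a fatty acid hydroxylase), Hdc (0.93), Nim1k (0.52) and Vnn1 (0.70), and Mgp (-0.18, matrix Gla protein) fell. The call of Nim1k was kept without rat CS-1, CF-6, TS-1, TS-2 or TF-6 and ended in the other 15 fits without 1 rat (highest adjusted p 0.0987, without rat CF-5). The call of Mgp was kept without rat CS-2, CS-7, CF-5, TS-2, TF-3, TF-5, TF-6 or TF-7 and ended in the other 12 (highest 0.0664, without rat CF-6).

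Other settings ended calls of these genes, each given with its adjusted p and the range over 11 other settings (10 for Abcg8). The rat number as a block ended those of Ddhd1 (0.178, with 0.0790 in 16 arrays and 0.0692 in 17, range 0.00420 to 0.178), Alox15 (0.0966, with 0.130 in 17 arrays, range 0.00602 to 0.130) and Mgp (0.110, with 0.145 in 16 arrays and 0.112 in 17, range 0.00621 to 0.145). The model without moderation and array weights ended that of Nim1k (0.0906 and 0.0611, with 0.0601 in 16 arrays and 0.231 in 17, range 0.0111 to 0.231). The fits of 16 or 17 arrays alone ended those of A2m (0.0786 in 16, range 0.00275 to 0.0786), Abcg8 (0.0790 in 16 and 0.0750 in 17, range 0.00343 to 0.0790), Cyp1a2 (0.0658 in 16 and 0.0779 in 17, range 0.00225 to 0.0779), Hamp (0.0807 in 16 and 0.0832 in 17, range 0.00275 to 0.0832), Fgf21 (0.0623 in 17, range 0.00141 to 0.0623), Pcp4l1 (0.0555 in 17, range 0.000948 to 0.0555) and Pdk4 (0.0590 in 16, range 0.000829 to 0.0590).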

How the results depend on the processing

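The block for the 4 rats with a low 5' actin value, the fit of 16 arrays without them and the fit of 17 arrays without the 3 least correlated were tests chosen only after the result was seen.

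Of 67 calls of named genes, 66 were kept with quantile normalization and 66 with scaling, 46 with the rat number as a block, 46 with 16 arrays and 38 with 17, and none changed sign in any setting run. The low-actin block holds 1 rat of each group and so leaves every diet difference as it is. Over 20 fits without 1 rat 9 of them ended at least once, and 17 others began. Over the planned settings, named genes gave 10531 of 10762 values on the same side of the threshold, 151 weaker and 80 stronger, and lists 3053 of 3213, with 76 weaker, 83 stronger and 1 reversed. The 3 added settings gave 1105 on the same side, 50 weaker and 3 stronger for named genes, and 313, 9 and 11 for lists. Rats with the same number correlated weakly across groups (22 pairs, r from -0.0975 to 0.128, median 0.0370, 1 above 0.1), and 6 of 20 rats correlated best with a rat of their own number. The paper does not say that the numbers pair rats. Number 3 occurs only in TF and number 4 only in TS and TF, so the block is partly tied to the diet. Calls lost with it are not a failed control. Where no construction of the setting (fewer arrays, fewer probe sets, another threshold) shows it, the cause was not tested.

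The results are the protein effect, probe sets changed; oil effect, probe sets changed; protein by oil interaction, probe sets; TS vs CS, probe sets changed; CF vs CS, probe sets changed; TF vs CS, probe sets changed; TF vs CF, probe sets changed; TF vs TS, probe sets changed; probe sets selected by the F test and size; PC1 contribution; PC2 contribution; PC1 probe sets; PC2 probe sets; and probe sets in both PC1 and PC2, with 7 counts in a row in the order protein, oil and the 5 pairs of groups. Bright probe sets gave 347 for protein, 42 for TS and CS, 28 for CF and CS, 287 for TF and CS and 53 for TF and CF, 161 for PC2, an overlap of 10 and 3 interaction lists. The rat block gave protein 91, oil 27, CF and CS 6, TF and CS 43, TF and CF 11, TF and TS 4, overlap 0 (limma) and 2 interaction lists. Trend and robust gave protein 289, CF and CS 24, TF and CS 227 and TF and CF 38. An adjusted p under 0.01 gave 61, 37, 10, 6, 50, 9 and 12, and an unadjusted p under 0.01 with a size above 0.2 gave 347, 171, 383, 185, 647, 362 and 312, with 176 for the interaction. The 16 arrays gave protein 72, TS and CS 5, TF and CS 83, TF and CF 7 and 0 interaction lists by camera. The 17 arrays gave protein 74, oil 34, TS and CS 9, TF and CS 78, TF and TS 12, overlap 0, 2 interaction lists, and cholesterol synthesis -0.016 (adjusted p = 0.230). Only the 2 groups compared gave TS and CS 12, CF and CS 0, TF and CS 66, TF and CF 6 and TF and TS 10. No moderation gave CF and CS 8. Array weights gave CF and CS 27, TF and CF 33, 3 interaction lists, and cholesterol synthesis -0.022 (0.0566). The F test only selected 808 and the adjusted F test 54. All probe sets gave 43.8% on PC1, 1110 for PC1, 4193 for PC2 and 434 for both, and individual arrays 39.3% on PC1 and 24.0% on PC2. Scaling gave an overlap of 9, 2 interaction lists and cholesterol synthesis -0.025 (0.101). An estimated correlation left 3 lists for protein, 7 for oil and 0 for the interaction, without elongation and desaturation (-0.13, 0.0864), cholesterol synthesis (-0.029, 0.429), transport and binding (-0.087, 0.0522) and TCA cycle (0.026, 0.415). TCA cycle was weaker with quantile normalization (0.018, 0.0696), the rat block (0.019, 0.112) and the mean of all probe sets (0.021, 0.0699), in a range over 12 alternatives of 7.6e-05 to 0.415, and cholesterol synthesis ranged from 0.00394 to 0.429. Hepatocyte identity on tofu reversed with quantile normalization (-0.0106, 0.909).

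Without each rat in turn the ranges were protein 114 to 164, oil 46 to 60, interaction 0 to 0, TS and CS 11 to 26, CF and CS 6 to 22, TF and CS 81 to 142, TF and CF 9 to 25, TF and TS 13 to 24, selection 494 to 627, PC1 54.0% to 60.1% and 234 to 321, PC2 29.6% to 36.9% and 242 to 308, both 91 to 127, r between axes -0.085 to -0.0096, r between effects 0.044 to 0.21, overlap 3 to 6, and lists 16 to 20 for protein, 14 to 18 for oil and 1 to 6 for the interaction. Mean differences ranged from -0.33 to -0.30 for fatty acid synthesis, -0.047 to -0.013 for cholesterol synthesis (0.0831 without rat TS-2) and 0.019 to 0.033 for TCA cycle (0.0510 without rat CS-2, 0.130 without TF-3).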

Differences from the paper's values

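The count by size alone and the fits without the rats with a low 5' actin value or the least correlated arrays were tests chosen only after the result was seen.

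For the probe sets selected by the F test and size, the paper reports 4871 that met the criteria for significance and size, and the value here is 531, at the same level and size but with another test. Of the alternatives set before the data were examined, 0 gave a count within 1.5 times the paper's: quantile normalization gave 557, scaling 597, bright probe sets 354, the rat number as a block 571, no moderation 434, trend and robust 513, array weights 603, the F test only 808, the adjusted F test 54, and fits without 1 rat 494 to 627. The size alone, chosen after seeing the values, was met by 4532 probe sets, and it drops 651 of the 870 entries of S3 Table at hand, whose differences from CS in the deposited values are 0.2 or less. Of those 870, 79 were selected here, and 1 is a control probe set that was not tested.

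For the PC2 probe sets, the paper reports 546 and the value here is 271. The alternatives set before the data were examined gave 290 with quantile normalization, 300 with scaling, 161 with bright probe sets, 306 with the rat number as a block, 360 with the F test only, 4193 with all probe sets, 276 with individual arrays and 242 to 308 without 1 rat, and 0 of them came within 1.5 times the paper's.

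The paper states that fish oil strongly raised Mlycd. Here it was 0.14 higher in z on fish oil (adjusted p = 0.211), higher than the soybean oil mean in 9 of 10 rats, and 0 of the settings run called it, limma giving an adjusted p above 0.05 in each. In the part of S6 Table at hand Mlycd has a PC1 score of 0.0119, which is the paper's value and lies under its threshold of 0.1. That axis follows the protein source and does not bear on the oil. On PC2, the axis of the oil, the score of Mlycd here lies beyond the threshold of 0.05. The paper states that acyl-CoA dehydrogenases and 3-hydroxybutyrate dehydrogenase rose on fish oil, and none of Acadvl, Acadl, Acadm, Acads, Bdh1 and Bdh2 passed the test here, all with differences above 0 (0.14, 0.089, 0.14, 0.14, 0.078 and 0.26). The paper selected at a level of 0.01 in another test, and the test here is adjusted over all probe sets. A gene of this section that does not pass here thus does not contradict the paper. Of 20 genes of mitochondrial β-oxidation, 17 rose when adjusted over that list alone. Acadm passed with each array scaled to the same spread (adjusted p = 0.0139, range over 11 alternatives 0.0139 to 0.490). The paper lists enoyl-CoA hydratase, enoyl-CoA isomerase, carnitine acyltransferases and acyl-CoA oxidase among genes raised by fish oil. Ehhadh, Ech1, Eci1, Crat, Crot and Cpt2 rose here, and Echs1, Eci2, Cpt1a, Acox2 and Acox3 were not called under any setting. The call of Eci1 was lost with the mean of its probe sets (difference of 0.298, adjusted p = 0.263).

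The paper states that subunits of isocitrate dehydrogenase were slightly raised by fish oil. Idh1, Idh3b and Idh3g had differences of 0.091, 0.047 and 0.026 and were not called under any setting, while Aco1 of the same list (adjusted p = 0.0561) was called with scaling (0.0255), quantile normalization (0.0329), bright probe sets (0.0145), trend and robust (0.0181), the mean of all probe sets (0.0263) and without rat TF-7 (0.0490), in a range over 11 alternatives of 0.0145 to 0.337. The paper names SREBP-1 among the lipogenic genes in S3 Table, its list of differentially expressed probe sets, without giving a direction for it. Between tofu and casein Srebf1 had a difference of -0.18 (adjusted p = 0.340) and was not called under any setting. The paper states that genes of cholesterol synthesis were lower on tofu. Over the 17 measured here 9 were lower and 8 higher, Fdps fell (-0.18), and Lss (-0.28, adjusted p = 0.271) was called only without rat TS-5 (0.00945). When adjusted over the list alone 5 fell and 0 rose. As a list they lay below the other genes (camera adjusted p = 0.0111), a call lost with an estimated correlation (0.429). Among other genes of S7 Table, Acaa2 (0.16, adjusted p = 0.140) was called with quantile normalization (0.0423), scaling (0.0457), bright probe sets (0.0418), the mean of all probe sets (0.0118) and without rat CF-7 or TS-1 (0.0391 and 0.0463), in a range of 0.0118 to 0.369. Hadh (0.14, adjusted p = 0.102) was called with scaling (0.0217), bright probe sets (0.0275) and trend and robust (0.0449), in a range of 0.0217 to 0.741. Acot12 (0.15, adjusted p = 0.0954) was called with quantile normalization (0.0415), scaling (0.0174), bright probe sets (0.0260), trend and robust (0.0349), the mean of all probe sets (0.0427) and the block for rats with a low 5' actin value (0.0384), which was chosen after seeing the values, in a range of 0.0174 to 0.279.

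In the part of S7 Table at hand 3 entries hold in the column of p the value of the first CF rat, and 2 of these are below 0, which a p cannot be. Of 25 entries of S6 Table 1 has a PC1 score under 0.1 in size, and of 43 entries of S7 Table 4 have a PC2 score under 0.05. The scores of the paper in both parts have the same sign as here in 25 of 25 and 43 of 43 entries, with r of 1.00 and 0.998 across genes, which are not independent replicates. Both sets of scores come from the same arrays, and the study chose these entries by their scores. The match is therefore a check of the computation and not a replication.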

Other observations

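The test of a larger fall of fatty acid synthesis on fish oil and the fits of 16 and 17 arrays and with the low-actin block were tests chosen only after the result was seen, and the opposing bound of the former was rewritten once its value was known.

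As lists, genes that handle cholesterol as bile acids and as biliary sterol lay above the other genes on tofu. Few of them were called singly, and the list of transport lost its call with an estimated correlation. Of 13 genes of bile acid synthesis 12 had a difference above 0 (0 rose by limma, with 6 when adjusted over the list alone; camera adjusted p = 0.000117, 0.00534 with an estimated correlation), with Cyp7a1, the rate-limiting enzyme, at 0.64 (standard error 0.16, adjusted p = 0.0900) and Cyp8b1, which makes cholic acid, at 0.23 (adjusted p = 0.0712, and 0.0412 without rat TF-5), neither of which passed the test in the main model. Other settings called Cyp7a1 among bright probe sets (0.0322, range over 11 settings 0.0322 to 0.286) and Cyp8b1 with scaling (0.0329), bright probe sets (0.0232), trend and robust (0.0312) and the mean of probe sets (0.0392), in a range of 0.0232 to 0.178. Of 13 genes of bile acid and sterol transport 2 rose, Abcg5 and Abcg8, partners in sterol export, the former 2.06-fold higher and the latter by 0.45 in z (5 when adjusted over the list alone; camera adjusted p = 0.000922, adjusted p = 0.0522 with an estimated correlation). Of 13 genes of triacylglycerol synthesis 1 fell, Pnpla3 (camera adjusted p = 0.00137, 0.0220 with an estimated correlation). In this list 9 members were lower and 4 higher, with a median difference of -0.050 against a mean of -0.18. How far its call rests on Pnpla3 alone was not tested. Of 11 genes of SREBP regulation and sterol uptake 1 fell, Insig1, a sterol sensor, 2.12-fold lower (camera adjusted p = 0.104). Of 19 PPARα targets 4 fell on tofu, among them Pdk4, Fgf21 and Angptl4 (an inhibitor of lipoprotein lipase), by camera adjusted p = 0.000191 (adjusted p = 0.0522 with an estimated correlation).

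Some genes of xenobiotic and amino acid metabolism were also higher on tofu, while 4 members of each list had a difference below 0. Both lists lost their call with an estimated correlation. Of 16 xenobiotic genes 3 rose (8 when adjusted over the list alone; camera adjusted p = 0.000370, adjusted p = 0.0522 with an estimated correlation), among them Cyp1a2, 2.11-fold, and outside the list Fmo1 was 3.53-fold higher. Of 24 genes of amino acid catabolism and the urea cycle 3 rose (7 when adjusted over the list alone; camera adjusted p = 1.1e-05, adjusted p = 0.171 with an estimated correlation), among them Oat (ornithine aminotransferase), 2.07-fold, and Gpt2 (an alanine aminotransferase), 1.36-fold. The call of Gpt2 was kept without rat CS-5, CS-6, CF-1, CF-6, TS-4, TS-5, TF-4 or TF-7 and ended in the other 12 fits without 1 rat (highest adjusted p 0.0721, without rat TF-6). All 12 anti-proteases had differences above 0 and A2m rose (camera adjusted p = 0.000117, adjusted p = 0.195 with an estimated correlation), but quantile normalization ended the call of the list and lowered its mean difference from 0.093 to 0.045. Among 15 targets of NRF2, Nqo1, a quinone reductase, was 1.99-fold higher, and among 17 genes of the response to amino acid limitation Nupr1 was 1.73-fold lower.

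Other settings ended calls of genes named in this section, each given with its adjusted p and the range over 11 other settings. The rat number as a block ended those of Nqo1 (0.0991, range 0.00151 to 0.0991), Nupr1 (0.0832, range 0.00241 to 0.0832) and Angptl4 (0.0537, with 0.105 in 16 arrays and 0.0750 in 17, range 0.00424 to 0.105), and quantile normalization ended that of Gpt2 (0.0579, with 0.166 in 16 arrays and 0.0750 in 17, range 0.00790 to 0.166). The fits of 16 or 17 arrays alone ended those of Abcg5 (0.0750 in 17, range 0.00306 to 0.0750), Insig1 (0.0685 in 16 and 0.0535 in 17, range 0.00322 to 0.0685) and Oat (0.0658 in 16, range 0.000907 to 0.0658).

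The other lists had these camera results for the protein source, each with its adjusted p and then its adjusted p with an estimated correlation. Higher on tofu were sulfur amino acid and one-carbon metabolism (0.00233, 0.195), sex-patterned liver genes (0.00303, 0.0522), targets of NRF2 (0.0498, 0.341) and hepatocyte identity (0.0270, 0.497). The mean difference of hepatocyte identity turned from 0.045 to -0.0106 with quantile normalization. Lower were thioesterases (0.00174, 0.212), the response to amino acid limitation (0.00468, 0.119) and cell cycle (0.000319, 0.327). The call for NRF2 targets ended without rat CS-6 (0.198), CF-5 (0.0518), CF-6 (0.0849), CF-7 (0.0849), TS-1 (0.149), TS-2 (0.0706), TS-4 (0.0791), TF-3 (0.163), TF-4 (0.0826) or TF-6 (0.0561). That for hepatocyte identity ended without rat CS-1 (0.0661), CS-6 (0.0788), CF-7 (0.0847), TS-1 (0.102), TS-2 (0.0693), TS-5 (0.0739), TF-3 (0.163) or TF-6 (0.108). The lists with no call for protein were mitochondrial β-oxidation (0.406), peroxisomal oxidation (0.104), TCA cycle (0.280), ketone bodies (0.422), apolipoproteins (0.806), glycolysis (0.240), gluconeogenesis (0.658), circadian clock (0.605), acute phase (0.422, with a median above 0 and a mean below 0), endoplasmic reticulum stress (0.948, with a median above 0 and the test below), macrophages (0.171), stellate cells (0.840), cholangiocytes (0.939), lymphocytes (0.840), red blood cells (0.110), adipocytes (0.461) and pancreas (0.658). Of these, peroxisomal oxidation was called without rat TF-5 (0.0394), SREBP regulation without TS-1 (0.0366), macrophages without TS-4 (0.0217) and red blood cells without TF-6 (0.0435).

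Other settings also changed calls of lists, each given with its adjusted p and the range over 12 other settings. For protein, calls ended for anti-proteases with quantile normalization (0.146), in a range of 1.2e-08 to 0.195, then sulfur amino acids with 16 arrays (0.125), in a range of 1.6e-05 to 0.195, then amino acid limitation with bright probe sets (0.0548), in a range of 0.000472 to 0.119, then NRF2 targets with quantile normalization (0.359), bright probe sets (0.0646), the replicate block (0.213), trend and robust (0.0509), array weights (0.0566), the mean of probe sets (0.100), 16 arrays (0.231), in a range of 0.00746 to 0.359, then cell cycle with 16 arrays (0.101), in a range of 2.1e-05 to 0.327, then hepatocyte identity with quantile normalization (0.908), trend and robust (0.0535), 16 arrays (0.560), in a range of 3.0e-05 to 0.908. Calls began for mitochondrial β-oxidation with scaling (0.0111), in a range of 0.0111 to 0.956, then peroxisomal oxidation with scaling (0.00746), 17 arrays (0.0122), in a range of 0.00746 to 0.528, then TCA cycle with scaling (0.0126), in a range of 0.0126 to 0.956, then acute phase with 17 arrays (0.00406), in a range of 0.00406 to 0.942. For the oil, calls ended for amino acid catabolism with quantile normalization (0.179), the replicate block (0.194), 16 arrays (0.0785), in a range of 7.3e-06 to 0.424, then NRF2 targets with quantile normalization (0.0535), array weights (0.0897), 17 arrays (0.0621), in a range of 0.00248 to 0.307, then endoplasmic reticulum stress with scaling (0.168), in a range of 0.00198 to 0.251. They began for cholesterol synthesis with quantile normalization (0.0417), the replicate block (0.0243), the mean of probe sets (0.0321), in a range of 0.0243 to 0.561, then bile acid synthesis with scaling (0.0453), in a range of 0.0453 to 0.654, then sterol transport with scaling (0.0189), bright probe sets (0.0181), array weights (0.0268), the mean of probe sets (0.0445), 17 arrays (0.0204), in a range of 0.0181 to 0.307, then apolipoproteins with quantile normalization (0.000753), the replicate block (0.0223), 16 arrays (0.0403), in a range of 0.000753 to 0.752, then anti-proteases with scaling (0.0391), in a range of 0.0391 to 0.939, then glycolysis with quantile normalization (0.0335), the mean of probe sets (0.0217), 16 arrays (0.0317), in a range of 0.0217 to 0.404, then sulfur amino acids with scaling (0.0167), 17 arrays (0.00255), in a range of 0.00255 to 0.916, then sex-patterned genes with scaling (0.00999), bright probe sets (0.0290), array weights (0.0396), the mean of probe sets (0.0438), the low-actin block (0.0266), 16 arrays (0.0406), 17 arrays (0.0199), in a range of 0.00999 to 0.348, then hepatocyte identity with scaling (0.0212), in a range of 0.0212 to 0.941. For the interaction, calls began for cholesterol synthesis with scaling (0.0222), bright probe sets (0.0287), in a range of 0.0222 to 0.966, then amino acid catabolism with the replicate block (0.0203), in a range of 0.0203 to 0.966, then endoplasmic reticulum stress with array weights (0.0384), 17 arrays (0.0255), in a range of 0.0255 to 0.966, then red blood cells with bright probe sets (0.0498), array weights (0.0384), 17 arrays (0.0255), in a range of 0.0255 to 0.966.

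For the oil, lists higher on fish oil were ketone bodies (0.000290, 0.00625 with an estimated correlation), xenobiotic metabolism (3.0e-05, 0.0137), amino acid catabolism (0.00847, 0.424) and targets of NRF2 (0.0263, 0.307). Lower were fatty acid synthesis (0.000529, 0.0837), endoplasmic reticulum stress (0.0104, 0.251), cell cycle (0.00275, 0.424), macrophages and Kupffer cells (0.00279, 0.409) and red blood cells (0.0183, 0.292). The call for amino acid catabolism ended without rat TF-3 (0.115), that for NRF2 targets without CS-6 (0.143), CF-1 (0.0522), CF-2 (0.0587), TS-7 (0.114) or TF-3 (0.125), and that for red blood cells without CS-1 (0.0620), CS-2 (0.0510), TF-6 (0.0588) or TF-7 (0.0553). The lists with no call for the oil were elongation and desaturation (0.833), cholesterol synthesis (0.0742), transport and binding (0.932), triacylglycerol synthesis (0.960), SREBP regulation (0.257), bile acid synthesis (0.303), sterol transport (0.0617), apolipoproteins (0.0617), anti-proteases (0.749), glycolysis (0.0764), gluconeogenesis (0.890), sulfur amino acids (0.222), amino acid limitation (0.511), sex-patterned genes (0.0682), circadian clock (0.517), acute phase (0.787), hepatocyte identity (0.511), cholangiocytes (0.646), endothelial cells (0.328), lymphocytes (0.303), adipocytes (0.364) and pancreas (0.734). The mean and the test differ in sign for elongation, transport and triacylglycerol synthesis. Several of these were called without 1 rat: cholesterol synthesis without CS-1 (0.0461), CS-5 (0.0454), CF-6 (0.0487), CF-7 (0.0392), TS-2 (0.00738), TS-7 (0.0162) or TF-6 (0.00967), sterol transport without CS-1 (0.0461), CS-6 (0.0165), CF-2 (0.0467), CF-5 (0.0429), TF-4 (0.0483) or TF-5 (0.0338), apolipoproteins without CS-2 (0.0229), CS-6 (0.0153), CF-2 (0.0217), CF-5 (0.0305), TS-4 (0.0331), TS-7 (0.0299), TF-3 (0.00593) or TF-6 (0.0244), glycolysis without CS-2 (0.0429), CS-6 (0.0494) or TF-3 (0.0284), and sex-patterned genes without CS-1 (0.0281), CF-5 (0.0429), CF-7 (0.0446), TS-1 (0.0323), TF-4 (0.0319) or TF-5 (0.0338). For the interaction, the 36 lists other than cell cycle had camera adjusted p between 0.0829 and 0.973. Of these, 6 were called in fits without 1 rat: cholesterol synthesis without CS-5 (0.0495), CF-7 (0.0295), TS-4 (0.0260), TS-5 (0.000259), TF-3 (0.0473) or TF-5 (0.0233), thioesterases without CF-5 (0.0354), anti-proteases and amino acid catabolism without TF-3 (both 0.0453), endoplasmic reticulum stress without CF-5 (0.0354), CF-7 (0.0306) or TF-3 (0.0453), and red blood cells without CS-1 (0.0452), CS-2 (0.0392), CF-5 (0.0354), CF-7 (0.0295), TS-2 (0.0491), TS-5 (0.0340), TF-3 (0.0453), TF-4 (0.0372) or TF-5 (0.0372).

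Between single groups, TS and CS differed in 22 probe sets (13 higher, 9 lower in TS), CF and CS in 14 (13 higher, 1 lower in CF), TF and CS in 142 (89 higher, 53 lower in TF), TF and CF in 21 (7 higher, 14 lower in TF) and TF and TS in 21 (21 higher, 0 lower in TF by limma). The unadjusted p was under 0.05 for 2218, 1093, 2999, 2142 and 1809 probe sets in this order. The count for TS and CS was 13 without rat CS-1, CS-2 or CS-7, 14 without CS-5, TS-1, TS-2 or TS-7 and 11 without TS-4. That for CF and CS was 9 without CS-5, 8 without CF-7, 6 without CS-6, CS-7, CF-5 or CF-6 and 22 without CF-1. That for TF and CS was 91, 85, 81 and 83 without CS-2, CS-7, TF-6 and TF-7, that for TF and CF was 11 without CF-1 or TF-5, 10 without CF-2 and 9 without TF-6 or TF-7, and that for TF and TS was 13 without TF-3.

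Other divisions of the same arrays into groups of the same sizes were drawn 100 times, the real one included, over the probe sets without missing values. The real division gave the highest count (1 of 100 as large) for protein (174, next 2), oil (60, next 1), TS and CS (22, next 1), CF and CS (14, next 1), TF and CS (142, next 1), TF and CF (21, next 3), TF and TS (21, next 3) and the selection by F test and size (531, next 437), so that chance can be excluded as the source of the whole of these counts. It is not excluded for part of the selection, since the other divisions selected a median of 213 probe sets. For the interaction limma's count was 0 (1065 at an unadjusted p under 0.05), which 100 of 100 divisions reach whatever the data (highest 6), so this comparison decides nothing.

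A hypothesis that tofu lowers fatty acid synthesis more on fish oil than on soybean oil was tested by the interaction of that list. Its mean was -0.039 and its camera adjusted p 0.721, so the test did not decide between a larger fall and an equal one. The bound that would have spoken against it first rested on a high p, under which this value would have excluded the hypothesis, and was changed after the value was seen to a mean above 0 at an adjusted p under 0.05, since a high p does not exclude a difference.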
